# Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit

**DOI:** 10.3389/fpls.2016.00146

**Published:** 2016-02-16

**Authors:** Dubravka Cukrov, Monica Zermiani, Stefano Brizzolara, Alessandro Cestaro, Francesco Licausi, Claudio Luchinat, Claudio Santucci, Leonardo Tenori, Hans Van Veen, Andrea Zuccolo, Benedetto Ruperti, Pietro Tonutti

**Keywords:** cortex, ethylene-responsive factors, low oxygen stress, *Malus domestica*, metabolic profiling, postharvest, pyruvate metabolism, storage

## Abstract

The ripening physiology of detached fruit is altered by low oxygen conditions with profound effects on quality parameters. To study hypoxia-related processes and regulatory mechanisms, apple (*Malus domestica*, cv Granny Smith) fruit, harvested at commercial ripening, were kept at 1°C under normoxic (control) and hypoxic (0.4 and 0.8 kPa oxygen) conditions for up to 60 days. NMR analyses of cortex tissue identified eight metabolites showing significantly different accumulations between samples, with ethanol and alanine displaying the most pronounced difference between hypoxic and normoxic treatments. A rapid up-regulation of *alcohol dehydrogenase* and pyruvate-related metabolism (*lactate dehydrogenase, pyruvate decarboxylase, alanine aminotransferase*) gene expression was detected under both hypoxic conditions with a more pronounced effect induced by the lowest (0.4 kPa) oxygen concentration. Both hypoxic conditions negatively affected *ACC synthase* and *ACC oxidase* transcript accumulation. Analysis of RNA-seq data of samples collected after 24 days of hypoxic treatment identified more than 1000 genes differentially expressed when comparing 0.4 vs. 0.8 kPa oxygen concentration samples. Genes involved in cell-wall, minor and major CHO, amino acid and secondary metabolisms, fermentation and glycolysis as well as genes involved in transport, defense responses, and oxidation-reduction appeared to be selectively affected by treatments. The lowest oxygen concentration induced a higher expression of transcription factors belonging to AUX/IAA, WRKY, HB, Zinc-finger families, while MADS box family genes were more expressed when apples were kept under 0.8 kPa oxygen. Out of the eight group VII ERF members present in apple genome, two genes showed a rapid up-regulation under hypoxia, and western blot analysis showed that apple MdRAP2.12 proteins were differentially accumulated in normoxic and hypoxic samples, with the highest level reached under 0.4 kPa oxygen. These data suggest that ripe apple tissues finely and specifically modulate sensing and regulatory mechanisms in response to different hypoxic stress conditions.

## Introduction

Hypoxic (reduced oxygen level) or anoxic (complete absence of oxygen) conditions can occur in natural environments when the root system is flooded (waterlogging) or the whole plant is overwhelmed by water (submergence). A wealth of information is available on metabolic (in particular energy metabolism) responses, oxygen signaling mechanisms, and the transcriptional regulation occurring under low oxygen stress concerning the vegetative tissues of model species such as *Arabidopsis* and rice (van Dongen and Licausi, 2014).

A common response among plant species to low oxygen availability is the activation of the fermentative pathways to sustain glycolysis in the absence of mitochondrial respiration, which results in the production of lactate or ethanol. The accumulation of alanine, γ-aminobutirate (GABA), and succinate and a decrease in the amount of aspartate appear to be other common responses (Narsai et al., 2011). Transcription factors (TFs) such as zinc-finger, ethylene responsive factors (ERFs), and LOB domain proteins have also been identified as highly induced by hypoxia in various species (Mustroph et al., 2010). In *Arabidopsis*, transcriptional adjustments to oxygen depletion are triggered by the ERF family group VII, which may act as an oxygen sensor in plants through the N-end rule pathway (NERP) for protein degradation (Gibbs et al., 2011; Licausi et al., 2011a; Licausi, 2012).

Apart from the common responses, which have been identified as conserved throughout the plant kingdom but also in different plant tissues and cell types (Mustroph et al., 2009, 2010, 2014), a large array of tissue and cell type specific hypoxic responses have been identified (Mustroph et al., 2009). Intrinsic differences in metabolism between organs have also been detected (Ellis et al., 1999), and the severity of oxygen shortage can induce varying responses. An analysis of large sets of global expression data highlighted significant differences in the oxidative stress components in *Arabidopsis* under anoxia and hypoxia (Pucciariello et al., 2012).

A reduction in oxygen levels (together with an increase in carbon dioxide and a decrease in temperature) is deliberately applied to extend the storage life of fruit in systems called controlled atmosphere (CA; Yahia, 2009). This technology leads to a reduction in respiration, as well as ethylene biosynthesis and action, and subsequently to a better maintenance of commercial quality parameters. Pome fruit (apples and European pears) can be successfully stored for several months, for up to 1 year for specific apple varieties under CA conditions where oxygen is generally maintained at concentrations ranging from 2-3 to 1 kPa. In recently introduced advanced CA protocols, oxygen levels are set at concentrations as low as 0.4 kPa (Dynamic CA, DCA). Under DCA apples better maintain technological quality parameters, namely flesh firmness and acidity, the most important drivers of consumer preference for apples, with a reduction in the incidence of cold storage disorders such as superficial scald (Tonutti, 2015). However, in DCA protocols the reduction in oxygen reaches the lowest level tolerated by the fruit, the so-called anaerobic compensation point, with a high risk of severe quality losses due to the onset of internal physiological disorders and the development of off-flavors. Thus, an evaluation of the metabolic conditions of the fruit is crucial in order to quickly adjust the oxygen concentration up to a “safe” level of around 1 kPa, which is above the anaerobic compensation point.

Despite the commercial applications of CA, the precise mode of action of low oxygen in fruit is scarcely understood. Works based on metabolomics (Pedreschi et al., 2009a; Vandendriessche et al., 2013; Hatoum et al., 2014), proteomics (Pedreschi et al., 2007, 2009b), and transcriptomics (Mellidou et al., 2014) have provided important information on the processes and metabolites associated with the development of common physiological disorders in apples and pears (internal browning, core breakdown) during traditional CA storage. These studies reported data on the effects of long-term storage (in general after 4–8 months) at oxygen concentrations ranging from 1 to 3 kPa. Knowledge of the molecular and metabolic responses occurring under extremely low (<1 kPa) oxygen concentrations such as those used in DCA protocols, in particular at the initial stages of the storage period, is very limited. To our knowledge, no information currently exists on the regulatory mechanisms involved in the responses of fruit to hypoxic conditions.

In this work we report data on the application of an integrated approach on apples kept under two levels of low oxygen concentrations throughout the initial 2 months of storage, when, in general, a strict control of the effects of the extremely low oxygen concentration is required for a successful DCA performance.

## Materials and methods

### Plant material and treatments

Apple (*Malus domestica* Borkh., cv Granny Smith) fruit were harvested at commercial ripening stage (starch index of 7, based on a 1–10 scale) in an orchard located at Andriano (Bolzano, Italy). Homogeneous fruits in terms of size and peel color were selected and immediately stored in three refrigerated (1°C) experimental chambers under normoxia. After 3 days of acclimation of fruit to low temperature (T0 sampling point), 0.4 (0.4ox), and 0.8 (0.8ox) kPa oxygen atmospheres (in nitrogen and 0.9–1 kPa CO_2_) were applied in two different chambers, whereas control apple samples were kept under normoxic conditions (Nox). The temperature of the chambers was maintained at 1°C throughout the experimental period (60 days). On day 30, based on ethanol accumulation, (which reached the threshold value of about 75 mg/L of fruit juice in 0.4ox samples), the oxygen concentration in the 0.4 kPa chamber was increased to 0.8 kPa and maintained up to the end of the experimental period. Fruit samples were collected after 3, 10, 17, 24, 31 (1 day after the shift to 0.8 kPa in 0.4ox treatment), and 60 (end of experiment) DIA (days in atmospheres) from T0. The small experimental chambers were equipped with a device allowing fruit sampling without affecting the atmosphere composition. Figure S1 shows the trial and sampling collection times.

Slices (about 1 cm thick) of cortex tissue, isolated from the equatorial part of each of the three fruit (*n* = 3) collected at each sampling date, were immediately frozen in liquid nitrogen and stored at −80°C. Considering differences between the inner and the outer parts of the cortex that have been observed in terms of composition (pears, Pedreschi et al., 2009a) and oxygen concentration (apple, Mellidou et al., 2014), the samples collected included both parts.

### NMR analysis

NMR analysis was performed on a total of 57 samples (T0+18 samples for each treatment). Three biological replicates, each with two technical replicates were analyzed for each sampling time. For each biological replicate 5 g of frozen pulp were thawed and homogenized. The juices obtained were immediately filtered through a 0.2 μm PTFE membrane filter and then centrifuged at 14,000 rpm, for 10 min at 4°C. Five hundred and forty microliters of surnatant were mixed with 60 μl of sodium phosphate buffer (0.2 M NaH_2_PO_4_ in 100% ^2^H_2_O, 10 mM TSP, and 30 mM NaN_3_, pH 7.0). A total of 450 μl of the mixture was pipetted into 4.25 mm NMR tubes (Bruker BioSpin srl).

For the analysis of metabolite content, all resonances of interest were manually checked. Signals were assigned on template one-dimensional NMR profiles using matching routines of AMIX 7.3.2 (Bruker BioSpin) in combination with the BBIOREFCODE (Version 2-0-0; Bruker BioSpin) reference database and specific published literature (Vermathen et al., 2011). Each identified signal (i.e., the corresponding peak in the NMR spectrum) was automatically integrated (i.e., the area under the curve was calculated, being directly proportional to the total concentration of the respective metabolite) using a homemade R-script. No calibration using reference standards was performed, thus, the exact concentration of each metabolite was not determined but only the relative intensity is reported.

### RNA extraction and transcript analyses

Total RNA was extracted as described by Botton et al. (2011). RNA quality and integrity were checked on a Bioanalyzer 2100 (Agilent, Santa Clara, CA). Reverse transcription and RT-qPCR analyses were conducted as described by Falchi et al. (2010). Gene selective primers were constructed on putative 3′ untranslated regions (UTR), using multiple sequence alignments to select non conserved regions (CLUSTALX, http://www.ebi.ac.uk/Tools/clustalw/index.html). Primers used for RT-qPCR were designed with Primer3; (Rozen and Skaletsky, 2000; http://frodo.wi.mit.edu/primer3/), tested with Oligonucleotide Properties Calculator (Kibbe, 2007; http://www.basic.northwestern.edu/biotools/OligoCalc.html) and the PRaTo tool (Nonis et al., 2011; http://prato.daapv.unipd.it) to identify the best selective pairs. Specificity was confirmed by melting curve analysis. Data were processed with DataAssist Software version 2.0 (Applied Biosystems, Monza, Italy) and normalized to Md_8283:1:a (Botton et al., 2011) using the (Livak and Schmittgen, 2001) method. RT-qPCR analyses were performed on three biological replicates for each sampling time. List of genes analyzed and primers are reported in Table S1.

Transcripts of three samples with three biological replicates were analyzed by RNAseq: T0 (A), 0.4ox at 24 DIA (B), 0.8ox at 24 DIA (C). The 24 DIA samples were chosen as they represent the latest samplings under the two different hypoxic conditions before the shift to 0.8 kPa oxygen of the 0.4ox samples. Sequencing libraries were prepared using the TruSeq RNA Sample Prep kit (Illumina Inc.) according to the manufacturer's instructions. Sequencing was carried out on an Illumina HiSeq2000 in two lane single-read 50 bp. Downstream steps including the processing of fluorescent images into sequences, base-calling, and overall quality value calculations were performed using the Illumina data processing pipeline version 1.8.2.

### RNA-seq data processing and analysis

Contaminants and low quality regions were removed from illumina reads using the tool ERNE (Del Fabbro et al., 2013). Tophat2 (Kim et al., 2013) was used to align the reads onto the reference genome (Mdomestica_196_v1.0; www.phytozome.org) previously indexed with Bowtie2 (Langmead and Salzberg, 2012). To avoid ambiguous read mapping, TopHat2 was used enabling the option -M that removes reads with multiple mapping locations. The reference annotation for gene models was downloaded from www.phytozome.org. No attempt for *de novo* transcript reconstruction was carried out. Cuffdiff (Trapnell et al., 2012) was used to: determine the amount of reads mapping in different locations, normalize the counts as Reads Per Kilobase of exon per Million fragments mapped -RPKM- (Mortazavi et al., 2008), compare the expression between two different conditions, and assess the significance of changes (expressed as Log_2_ fold ratios). For data visualization, MapMan (Usadel et al., 2009) was used to place differential gene expression data in the context of the appropriate metabolic pathways. The appropriate mapping filewas retrieved from http://mapman.gabipd.org/. A GO analysis was performed with the Bioconductor GOseq package correcting for gene length bias (Young et al., 2010), using DE genes with |logFC|>1 and |qval|<0.001. GO annotation was obtained using Blast2Go (Conesa and Götz, 2008). The correspondence between MDP release numbers cited in the manuscript and gi NCBI is reported in Table S2.

### Protein extraction and western blotting

For each biological replicate, 1.5 g of frozen tissue was ground in liquid nitrogen to a fine powder with a mortar and pestle. Total protein was extracted with a hot SDS buffer followed by ice-cold TCA/acetone precipitation, as described by Song et al. (2006). For each sample, a total of 10 μg of proteins was resolved in 8% acrylamide SDS-PAGE gel followed by western blotting according to standard protocols. Rabbit polyclonal anti-MdERF antibodies were used, that had been raised against three MdRAP2.12 specific synthetic peptides (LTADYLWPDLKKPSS, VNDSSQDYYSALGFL, and GEQGSKTPEISSVL, displayed by Mdo006712 and Mdo006699; Licausi et al., 2011a) and affinity purified at Primm Srl laboratories (Milan, Italy). Anti-rabbit secondary antibody was provided by Sigma (Milan, Italy). Western blotting experiments were repeated with three different biological samples.

### Statistical analyses

Random Forest was applied for both supervised (outcome labels are used) and unsupervised (outcome labels are not used, i.e., the systems is not trained to recognize different conditions) learning, using sum-normalized bins as input variables (Breiman, 2001). Briefly, the algorithm fits many classification trees to a data set, and then combines the outcomes from all the trees. The algorithm begins with the selection of many (2000 in our setting) bootstrap samples from the original data. A tree is fitted to each bootstrap sample. Because many different trees are built on the same dataset, the RF algorithm allows to derive a similarity measure between all pairs of samples by counting the number of times two samples are placed in the same terminal node of a tree. The matrix that contains all the pairwise proximities between samples (proximity matrix) can be considered as a matrix of distances between points in an Euclidean space. By means of classical multidimensional scaling, the coordinate of the point can be calculated from proximities and the points (representing the samples) can be plotted to have an overview of the space distribution of the data. In the unsupervised case, this plot is extremely useful to enlighten the presence of natural partitions or cluster among the data. The scaling coordinate for the unsupervised analysis are shown in Figure 1. The estimate error rate for the supervised analysis (discrimination between different hypoxia conditions) is 11%.

**Figure 1:**
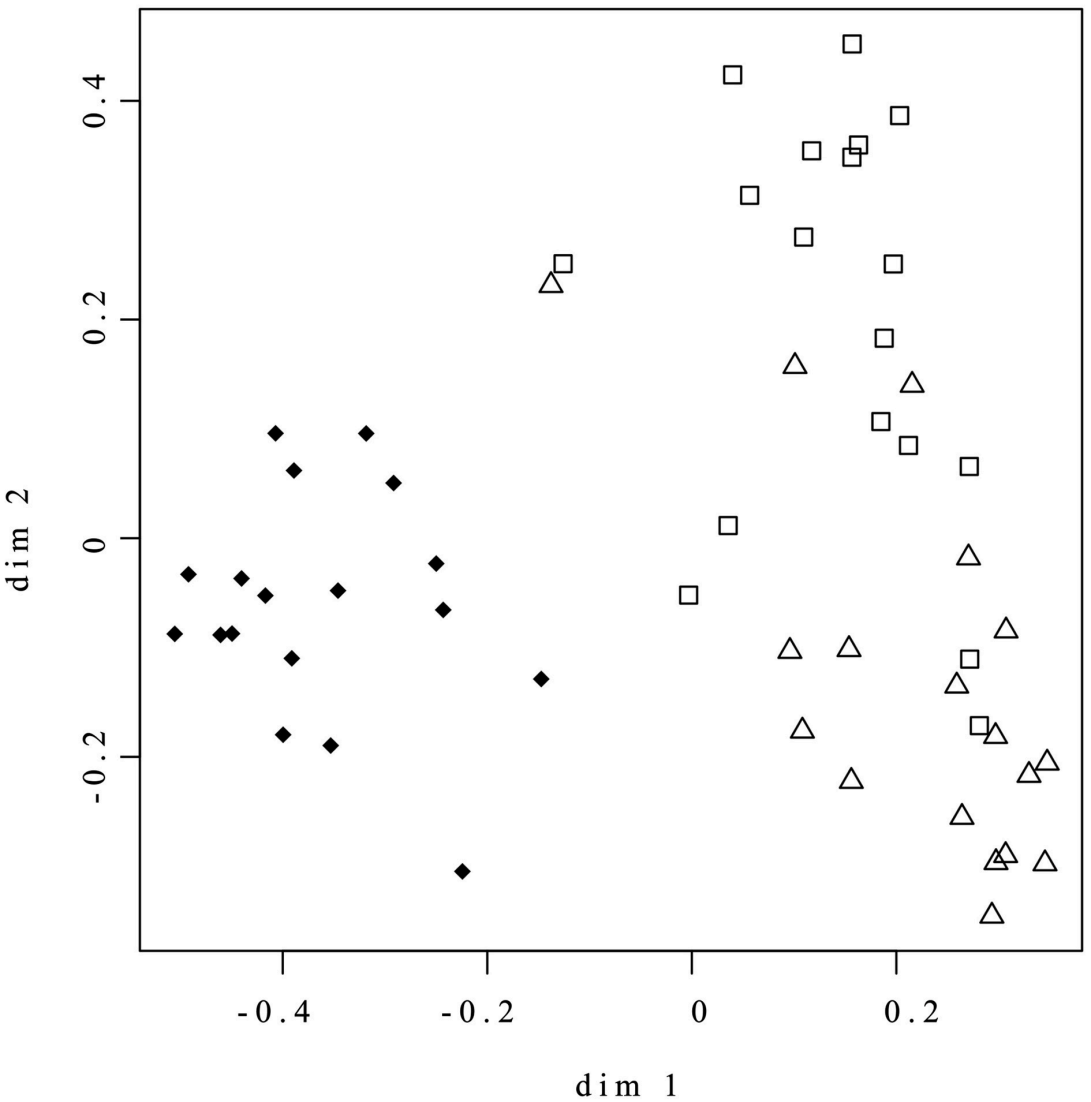
**Random Forest Unsupervised analysis of whole set of NMR data**. ♦ = Nox; Δ = 0.4ox; □ = 0.8ox. The axes represent the coordinates of the points in the Euclidean space reconstructed from the Random Forest proximity matrix, as detailed in the Materials and Methods Section. Similar samples, i.e., samples with similar metabolic content, tend to be tightly clustered.

The significance (*p* < 0.05) of increasing/decreasing tendencies of metabolite levels in the three storage conditions was assessed by the Wilcoxon signed-rank test (Wilcoxon, 1945).

The association between oxygen concentration and the gene expression level was addressed by analysis of variance (ANOVA). For ANOVA, mean delta *C*_*T*_ values were calculated for each oxygen condition and pairwise comparisons of mean expression levels were made between different oxygen conditions. The pairwise comparisons were summarized using the least-significant difference approach. The fold change scores (calculated using the 2^−ΔΔCt^ method) for all examined cases were presented as a graph using error bars with 95% confidence intervals (CIs). Statistical significance was established by using a conventional *P* level of 0.05.

The concordance of RNA-seq and the RT-qPCR data was tested using the Pearson correlation (Figure S2). ANOVA was performed to test differences in regression lines.

The RNAseq data set has been deposited into NCBI under accession GSE72153.

## Results

### Hypoxia-related metabolic processes in apple cortex

NMR analysis was used to study the overall effect on the metabolic profiles of apple fruit induced by maintenance under low oxygen conditions for up to 60 days. The Random Forest Unsupervised analysis of the whole set of NMR Spectral data clearly discriminated between the control (Nox, samples kept in normoxia) and those maintained under hypoxic conditions (0.4 and 0.8 kPa oxygen atmospheres, 0.4ox and 0.8ox samples, respectively; Figure 1). In the score plot, Nox samples were well separated from the hypoxic samples along Dimension 1 highlighting the marked differences induced throughout 60 days of hypoxia in the metabolic profile of the apple cortex. Alanine (doublet, detected at 1.48 ppm), asparagine (doublet, 2.94 ppm), aspartate (multiplet, 2.87 ppm), and ethanol (triplet, 1.18 ppm) contributed the most to the separation between normoxic and hypoxic samples. On the other hand, 0.8ox samples were only partially separated from the other two groups along Dimension 2 (Figure 1).

After manually checking the resonances of interest, 16 metabolites were identified, of which eight were differentially accumulated between one or both hypoxic samples and the control in terms of the whole set of samples from T0 to 60 Days In Atmosphere (DIA; Table 1). Ethanol and alanine significantly increased under both hypoxic conditions, with ethanol displaying a higher accumulation in 0.4ox than in 0.8ox (log_2_ FC of 3.93 and 0.85 compared to Nox, respectively). Uridine showed a significantly lower accumulation in both hypoxic conditions (log_2_ FC of −1.03 and −0.83 in 0.4ox and 0.8ox, respectively), whereas other compounds displayed different trends, such as threonine and GABA, which were significantly higher only in 0.4ox and 0.8ox samples, respectively. Asparagine and aspartate showed a −0.44 fold change in 0.4ox samples, whereas for α-galactose a slight decrease was detected only in 0.8ox samples. No significant changes were detected for valine, sucrose, fructose, α-glucose, β-galactose, isoleucine, leucine, and fucose (Table 1).

**Table 1:** **Identified compounds by NMR analysis**.

**Compounds**	**0.4ox vs. Nox**	**0.8ox vs. Nox**
Ethanol	3.93^*^	0.85^*^
Aspartate	−0.44^*^	−0.1
Alanine	0.78^*^	0.73^*^
Asparagine	−0.44^*^	−0.11
GABA	0.26	0.12^*^
Isoleucine + Leucine	0.16	0.02
Threonine	0.19^*^	0.02
Valine	0.18	0.09
Uridine	−1.03^*^	−0.83^*^
Fructose	0.02	0
Fucose	0.12	0.06
α-galactose	−0.05	−0.08^*^
β-galactose	−0.9	−0.07
α-glucose	−0.07	0.01
Sucrose	−0.04	−0.06

Fold changes of selected compound accumulation in 0.4ox and 0.8ox samples compared to control (Nox). NMR data of all sampling points (from T0 to 60 DIA) have been considered. Values in bold^*^ are significant at p < 0.05. The fold change was calculated according to the following formula: FC = −log_2_ (median 0.4ox or 0.8ox/median Nox).

Figure 2 shows the accumulation (relative intensity) time course of the eight significantly different compounds reported in Table 1. Ethanol remained at basal levels in the Nox samples throughout the experimental period, and differences were observed starting from 10 DIA, when 0.4ox samples reported a marked accumulation of the compound. Under such hypoxic conditions, the level of ethanol remained high, reaching the highest values at 24 DIA, followed by a slight decrease at 31 DIA (1 day after the shift from 0.4 to 0.8 oxygen concentration). 0.8ox samples were characterized by a lower but statistically significant increase in ethanol concentration at 10, 17, and 24 DIA compared to the Nox control. No differences among samples were detected at the end of the experimental period (60 DIA). Alanine (Figure 2) content showed a similar behavior in both hypoxic conditions, with a rapid increase at 3 DIA, reaching the highest resonance values at 10 DIA in 0.4ox sample followed by a decreasing trend. A significant increase in GABA levels was observed in 0.4ox samples immediately after 3 DIA, when 0.8ox samples still showed no difference from the control (Figure 2). At 10 DIA samples maintained under both hypoxic conditions were characterized by high GABA levels, which afterwards started to decline. An interesting trend was observed concerning the evolution of uridine which showed increasing levels starting at 17 DIA in the Nox apples. Conversely, in both hypoxic samples uridine did not show a marked change throughout the experimental period, with the exception of a slight transient decrease in 0.4ox up to 10 DIA (Figure 2).

**Figure 2:**
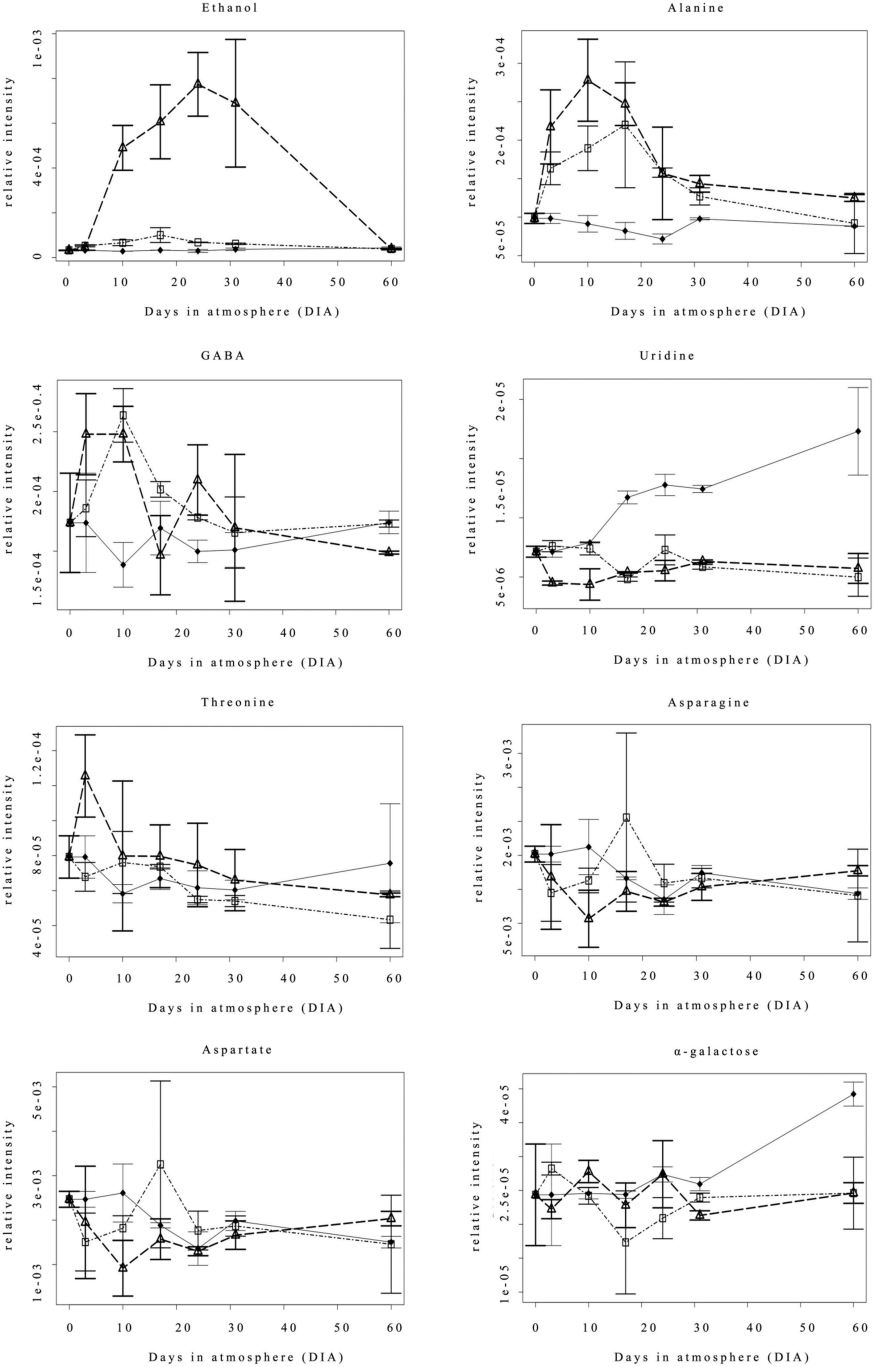
**Changes in the accumulation (expressed as relative intensity) of 8 metabolites detected by NMR analysis throughout the experimental period**. Each point represents the median value of three analyses; bars indicate the Median Absolute Deviation (MAD). ♦ = Nox; Δ = 0.4ox; □ = 0.8ox. For the 0.4ox sample 31 DIA corresponds to 1 day after the shift from 0.4 to 0.8 kPa oxygen.

Threonine and asparagine (Figure 2) remained rather stable and did not differ amongst samples, except for a significant increase at 3 DIA and a significant decrease at 10 DIA, respectively, in 0.4ox samples. The aspartate trend was similar to that of asparagine. A similar behavior of α-galactose was observed in the three different samples throughout the experimental period, with the exception of the last sampling (60 DIA) when a significant increase was observed in apples kept under normoxia.

Based on these metabolomics analyses and the information available in model species concerning hypoxia-affected genes and processes, nine genes were selected for a detailed analysis of expression (RT-qPCR) throughout the experimental period, to characterize apple cortex responses and the progression of ripening in the presence of different oxygen regimes.

Considering ethylene biosynthesis, the expression pattern of the main apple ripening-related *ACC-synthase* (*ACS*) and *ACC oxidase* (*ACO*) genes showed an increasing expression trend in Nox samples starting from 17 DIA with the highest values reached at the end of the experimental period (60 DIA; Figure 3). Hypoxic conditions (0.4ox and 0.8ox) negatively affected transcript accumulation for both genes: in 0.8ox samples, the onset of *ACS* and *ACO* transcriptional up-regulation was delayed up to 24 DIA, and further shifted to 31 DIA in the 0.4ox samples.

**Figure 3:**
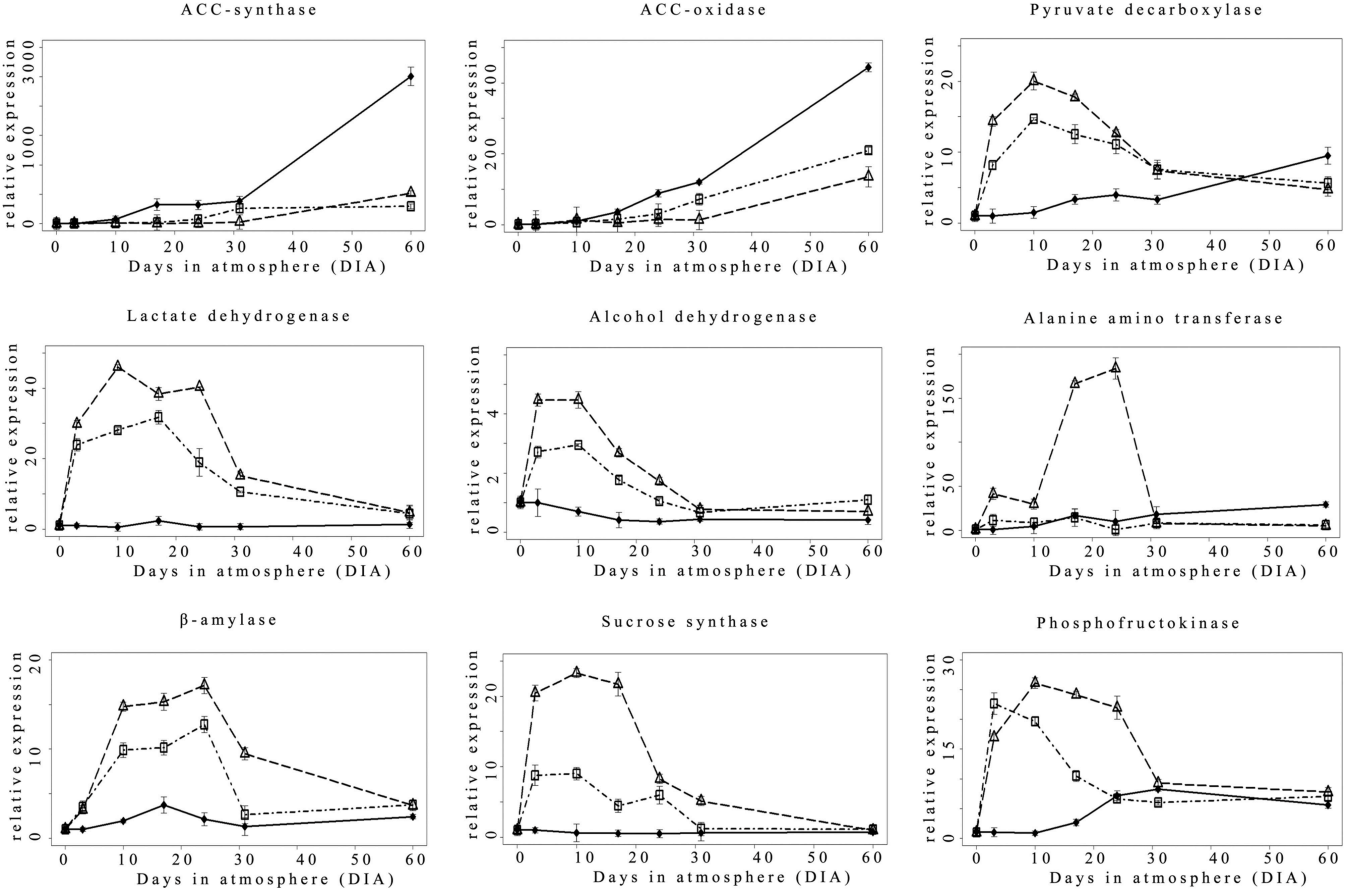
**Relative (T0 value = 1) expression pattern of selected hypoxia-responsive genes ♦ = Nox; Δ = 0.4ox; □ = 0.8ox**. Data are means of three biological replicates. Error bars represent 95% confidence intervals. For the 0.4ox sample 31 DIA corresponds to 1 day after the shift from 0.4 to 0.8 kPa oxygen.

The expression pattern of genes involved in fermentative metabolism is known to be highly responsive to oxygen levels. In fact a rapid up-regulation of *pyruvate decarboxylase (PDC), lactate dehydrogenase (LDH), and alcohol dehydrogenase* (*ADH*) was detected at 3 DIA, peaking between 3 and 10 (*ADH*) and 10 and 17 DIA (*PDC, LDH*) in both 0.4ox and 0.8ox, with the former sample showing a higher induction of specific transcript accumulation (Figure 3). After the peak, *ADH, PDC*, and *LDH* transcripts leveled off in both hypoxic conditions progressively reaching values comparable between the two hypoxic samples and more similar to those found in the control, at 31 and at 60 DIA, respectively. Interestingly, in the Nox sample, *PDC* expression showed an increasing trend after 17 DIA throughout the experimental period, similarly to *ACS* and *ACO* genes, thus possibly in relation to the slow evolution of ripening under normoxic conditions.

A different pattern of expression was observed for an *alanine aminotransferase* (*AlaAT*) gene. In fact, there was a dramatic increase at 3 and 10 DIA in 0.4ox samples, which showed the highest expression levels at 17 and 24 DIA. A marked decrease in transcript accumulation was then observed at 31 DIA, 1 day after oxygen levels were shifted from 0.4 to 0.8 kPa, when differences between hypoxic samples became undetectable. In 0.8ox samples, *AlaAT* gene expression appeared to remain at basal levels throughout the experiment, while there was a slight increase for Nox samples starting from 17 DIA onwards.

An expression behavior similar to that described for *PDC, LDH*, and *ADH* genes, was also observed for three genes involved in sucrose/starch metabolism encoding β-amylase (β -amy), sucrose synthase (*SuSy*), and phosphofructokinase (*PFK*; Figure 3). An up-regulation of expression was detected for all three genes starting from 3 DIA in both hypoxic samples compared to the control, with a peak of expression observed at 10 DIA (*SuSy* and *PFK*) and at 24 DIA (β-amy). 0.4ox samples always showed the highest transcript levels, while in 0.8ox samples there was a similar expression trend with lower relative levels. Also for *SuSy, PFK*, and β-amy genes, a decrease in transcript accumulation was observed in both hypoxic samples after the peak of maximal expression, progressively leading to similar levels in all oxygen regimes at the end of the experimental period (60 DIA). No significant changes of expression were detected in the Nox sample, where basal expression levels were maintained with the exception of a slight increase occurring at 17 DIA for β-amy, and an increasing trend, starting after 17 DIA onwards, taking place for the *PFK* gene (Figure 3).

### Apple ERFs and oxygen-sensing mechanisms

In *Arabidopsis*, hypoxia-responsive gene expression is regulated through the fine-tuned mechanism involving specific TFs belonging to group VII ERFs (Bui et al., 2015). These are degraded under normoxic conditions and stabilized under hypoxia via the so-called N-end rule (NERP) pathway. This stabilization triggers hypoxic specific gene expression (Gibbs et al., 2011; Licausi et al., 2011a). The apple genome contains eight genes coding for ERF VII TFs (Girardi et al., 2013), distinguished by a conserved N-terminal consensus MCGGAI. Based on this information, six different members of the apple group VII ERF were analyzed in terms of expression pattern throughout the experimental period (Figure 4A). Three genes (*MDP0000128979, MDP0000403580, and MDP0000308922*, putative orthologous of *Arabidopsis* RAP2.12) displayed a similar trend remaining essentially at basal levels in both hypoxic samples with a slight or no difference among treatments until the last sampling date (60 DIA). The same genes however, displayed a progressive up-regulation in the Nox sample starting from 24 to 31 DIA. One gene (*MDP0000413387*) showed a slight transient increase in expression at 24 DIA in the 0.4ox sample, whereas two other members (*MDP0000288465* and *MDP0000848905*) displayed a marked and rapid increase in transcript accumulation which started as early as 3 DIA in the two hypoxic conditions. Higher levels of transcript accumulation were detected in the 0.4ox sample, where they reached the highest expression at 10 DIA, followed by a steady decrease. No differences between 0.8ox and 0.4ox were observed starting from 31 DIA.

**Figure 4:**
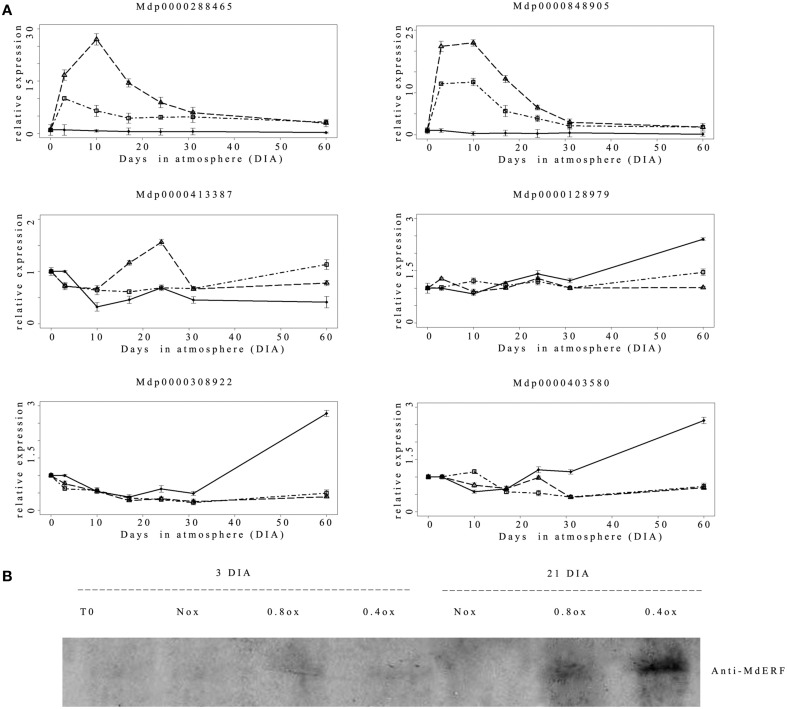
**(A)** Relative (T0 value = 1) expression pattern of the 6 apple class VII ERF genes. ♦ = Nox; Δ = 0.4ox; □ = 0.8ox. Data are means of three biological replicates. Error bars represent 95% confidence intervals. For 0.4ox samples 31 DIA corresponds to 1 day after the shift from 0.4 to 0.8 kPa oxygen. **(B)** Western blot analysis of apple class VII ERFs protein abundance carried out with specific antibodies raised against MDP308922 and MDP403580. The western blot has been performed on three biological replicates with similar results.

Western blot analysis carried out with antibodies raised against peptides specific to the putative apple proteins orthologous to the oxygen sensors AtRAP2.12 and AtRAP2.2 (MDP0000308922 and MDP0000403580) revealed the absence of a detectable signal at T0 in the Nox sample, while at 3DIA a faint band could be detected in both hypoxic samples (Figure 4B). A marked accumulation of the specific proteins was observed at 24 DIA under hypoxic conditions, more abundantly in 0.4ox and to a lesser extent in 0.8ox (Figure 4B).

### Transcript profiling of the apple cortex under different hypoxic conditions

Apple fruit physiology was strongly affected by the oxygen levels during storage. The analysis of hypoxia-related metabolic profiles showed a clear difference in ethanol between O_2_ levels, and targeted gene expression profiling. Western blot analysis confirmed a strong effect of different treatments on ERF abundance. Thus, the physiological and biochemical changes in fruit under low oxygen storage are likely to require significant transcriptional reconfiguration. Consequently, in order to identify novel processes characterizing storage under different O_2_ conditions, the apple cortex was transcriptionally profiled. 

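RNA of the apple cortex was sequenced for T0, for 0.4ox at 24 DIA and for 0.8ox at 24 DIA, with 3 libraries per condition. The authors' Cuffdiff run merged the libraries of each condition, and its tables hold 1 estimated count per condition, with the variance of that count, for each of 63514 genes of the apple genome. Values per library were not used here, so the spread between replicates enters only through this variance, and no replicate could be left out. The estimated counts summed to 9553180 in T0, to 5445598 in 0.4ox and to 6471124 in 0.8ox. Table S3 gives the depth per library as 9170374 to 43747406 reads in T0, 6926279 to 10925992 reads in 0.4ox and 7036035 to 16482537 reads in 0.8ox, and the values here use the estimated counts. At least 10 counts were reached by 29261 genes in T0, 25342 in 0.4ox and 26092 in 0.8ox, and the 10 genes with the most counts took 6.14%, 8.16% and 8.39% of the total. The counts were scaled between the libraries of a condition but not between conditions. The scaling between conditions was therefore taken from the log2 fold changes in Table S4, of which 1998 of the paper's 37787 genes were used here. The log2 ratios of the counts were raised by 0.80 for 0.4ox/T0 and by 0.57 for 0.8ox/T0, and were shifted by -0.23 for 0.8ox/0.4ox, with an SD of at most 0.000484 over the 264, 439 and 273 genes that gave these numbers. Each log2 ratio was divided by the standard error (SE) that follows from the deposited variances and tested as a normal deviate, two-sided. The test covered genes with at least 10 counts in either condition and more than 0 in both, with Benjamini-Hochberg adjustment over these genes, and a gene was called differentially expressed at an adjusted p under 0.001, the threshold of the paper. The deposited variance is close to a smooth function of the count, with a median deviation of 0.229% to 0.409% from the running median over genes of similar count, so it describes genes of one expression level rather than each gene. Its coefficient of variation was 11.3% to 13.1% near 100 counts. In simulated tables 200 genes were changed by known amounts. The test found 58.5% to 72% of them and 86.7% to 96.9% of those changed 4-fold, and called 0 of at least 26511 unchanged genes. The simulated counts were means of 3 libraries drawn at the deposited variance, while the test used that variance undivided. The 0 false calls were therefore nearly fixed in advance and do not measure false calls in the data. With the variance divided by the 3 libraries, 94.5% to 97% were found, also with 0 false calls. The methods state that reads with multiple mapping locations were removed. Low counts in these tables include fractions of a read, as a division of reads among copies of a gene gives them. A separate table of the authors holds 0.8ox again and contains whole reads only. Genes whose count there was under 10% of the 0.8ox count are described as genes without reads of their own, and 2468 (16.3%) of the 15171 genes with at least 50 counts in 0.8ox were of this kind.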

Illumina RNAseq of the samples A (T0), B (0.4ox at 24DIA), and C (0.8ox at 24 DIA) generated more than 126 million short single-end reads, with each cDNA library containing more than six millions reads, of which more than 88% were mapped (Table S3). In addition, log_2_-FC measured by RNA-Seq and RT-qPCR were, taken together, significantly indistinguishable (*p* > 0.36, ANCOVA; Figure S2). 

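On the RNA-seq side, 17 genes of Table S1, besides the reference gene, were looked up in the count tables, and 16 of them had enough counts for a test between the 2 oxygen levels. Against T0, 14 of the 17 were differentially expressed in 0.4ox and 14 in 0.8ox, and the numbers were also 14 when adjusted over the list alone. Pyruvate decarboxylase (MDP0000800945) had a log2 ratio of 6.60 (SE 0.43) in 0.4ox/T0 and 6.00 (SE 0.27) in 0.8ox/T0. Between the oxygen levels 3 of the 17 were differentially expressed, and 3 when adjusted over the list alone. They were the group VII ethylene response factors MDP0000848905, with a log2 ratio 0.8ox/0.4ox of -0.86 (SE 0.20) and no reads of its own, and MDP0000288465, with -1.16 (SE 0.20), together with MDP0000131308. The paper's conclusions name alanine aminotransferase and sucrose synthase as hypoxia markers that react to small oxygen differences, and neither passed. Their log2 ratios 0.8ox/0.4ox were -0.47 (SE 0.22) for MDP0000319263 and 0.07 (SE 0.23) for MDP0000250070. The whole-read count of 0.8ox was 24.95% of the estimated count for MDP0000319263, so most of its reads were shared with copies. The reference gene MDP0000375455 had a log2 ratio 0.8ox/0.4ox of -0.02 (SE 0.19). Against T0 the reference gene passed, with a log2 ratio of 1.21 (SE 0.19) in 0.4ox and 1.20 (SE 0.17) in 0.8ox. With the deposited variance divided by the 3 libraries of each condition, the number between the oxygen levels rose to 6, the largest move of this count among the alternatives.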

A total of 4989, 4896, and 1034 genes were identified as differentially expressed when comparing different samples (0.4ox vs. T0, BvsA; 0.8ox vs. T0, CvsA; and 0.8ox vs. 0.4ox, CvsB, respectively; *q* < 0.001, Table S4). 

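In the count tables 5048 of 29939 tested genes were differentially expressed between 0.4ox and T0, 2247 of them higher and 2801 lower in 0.4ox. Between 0.8ox and T0 the number was 4968 of 29909, with 2043 higher and 2925 lower in 0.8ox. Between 0.8ox and 0.4ox 1072 of 26934 genes differed, 442 of them higher and 630 lower in 0.8ox. The larger direction depended on the scaling. With centring on the median of all tested genes 2665 genes were higher and 2412 lower in 0.4ox/T0, and without scaling, an alternative chosen after the data were examined, 844 were higher and 398 lower in 0.8ox/0.4ox. The median size of the log2 ratio among these genes was 1.54, 1.33 and 1.39 in the order of the comparisons. The smallest log2 ratio that passed was 0.72, 0.61 and 0.80 in size, and smaller differences were not detectable at this depth and with undivided variances. Over the 638, 721 and 526 genes that are also in the part of Table S4 used here, the log2 ratios differed from the paper's by a median of 3.45e-05, 2.74e-05 and 1.43e-05. The counts are the authors' own and the scaling was taken from this same part of Table S4, so the match is no independent check. Among genes with at least 100 counts in the higher condition, the highest fitted log2 ratios against T0 were those of MDP0000203521, from 0.376 counts to 479 in 0.4ox and 238.7 in 0.8ox, and of MDP0000295655, from 1.35 counts to 759.9 and 715.2. With T0 set to 3 counts, the rises in 0.4ox were at least 278-fold and at least 441-fold, and those in 0.8ox at least 118-fold and at least 354-fold. The lowest fitted log2 ratios in 0.4ox were those of MDP0000213404, at least 116-fold lower, and MDP0000385446, at least 25.9-fold lower, and the bounds do not rank them among other genes. In 0.8ox they were those of MDP0000250546, with a log2 ratio of -7.19 (SE 0.48), and MDP0000506359, at least 34.8-fold lower. With the deposited variance divided by the 3 libraries of each condition, the alternative that raised the numbers most, 12127, 11751 and 4349 genes passed.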

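Over the 6473 genes tested in all 3 comparisons and differentially expressed in at least 1 of them, the log2 ratios 0.8ox/T0 and 0.4ox/T0 had a squared Pearson correlation of 0.788 and a least-squares slope of 0.768. This is a correlation across genes, which are not independent replicates, and the T0 count enters both ratios. In 100 simulations in which neither oxygen level differed from T0, the squared correlation over the genes that passed lay between 0.0293 and 0.364, with a median of 0.161, and the slope between 0.166 and 0.615. Redrawing all counts from the deposited variances moved the observed squared correlation by an SD of 0.0133. Over all 26361 genes tested in the 3 comparisons the squared correlation was 0.725 and the slope 0.745, the alternative that moved the squared correlation most.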

Overall, the effect of storage was similar for both oxygen concentrations, as demonstrated by the strong correlation between the transcriptional change over time for both storage at 0.8 and 0.4 kPa oxygen (*R*^2^ = 0.80, Figure 5).

**Figure 5:**
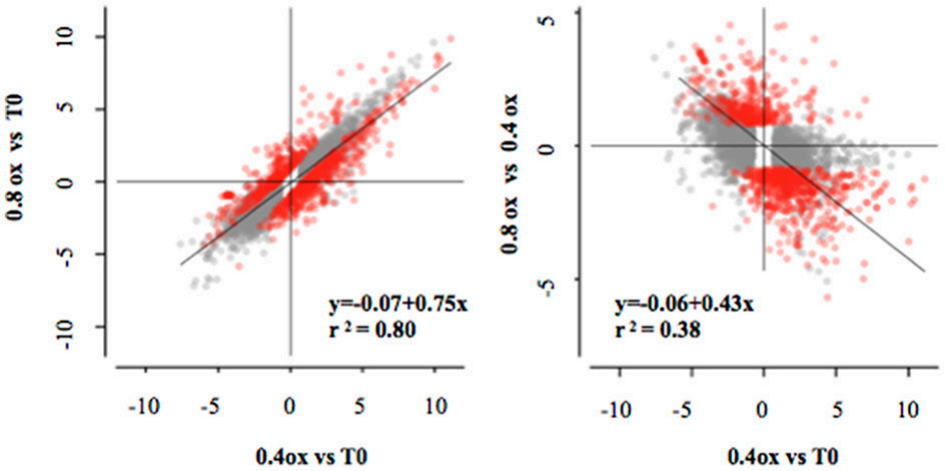
**Scatterplot of the log_**2**_ FCs from all identified differentially expressed genes in all comparisons (Qval < 0.001)**. Red dots are genes differentially expressed between the 0.8ox and 0.4ox samples (Qval < 0.001). Linear regression is based on all DEGs (left panel) and the DEGs between 0.4ox and 0.8ox samples (right panel).

The nature of the overall transcriptional change over time during storage was characterized by Gene Ontology (GO) enrichment analysis. Amongst genes that were up-regulated under both 0.8 and 0.4 kPa oxygen conditions compared to T0 samples (Table S5) a strong overrepresentation was found for a range of categories associated with biological processes such as responses to biotic stimulus, oxidation-reduction, and amino acid biosynthetic processes, defense response, glycolytic, and sucrose metabolic processes. Considering molecular functions, intramolecular lyase, cysteamine dioxygenase, oxidoreductase, and protein kinase activity, as well as iron and magnesium ion binding were the overrepresented GO categories detected in hypoxic apples.

Concerning the down-regulated genes in both hypoxic samples compared to T0 (Table S6) oxidation-reduction and cellular metabolic processes, steroid biosynthetic and transmembrane transport, and respiratory gaseous exchange were highly overrepresented biological processes (BP). Protein complex and membrane, oxidoreductase activity, and coenzyme binding had the highest *p*-values considering cellular components (CC) and molecular functions (MF), respectively.

Despite the overlap between 0.4ox and 0.8ox levels, more than 1000 genes were identified as differentially expressed between the two hypoxic conditions (*q* < 0.001). 

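Of 3389 genes that were differentially expressed against T0 at both oxygen levels, 3373 changed in the same direction and 16 in opposite directions. All 16 also differed between 0.8ox and 0.4ox, which this selection makes nearly certain, with 8 above T0 in 0.4ox and below it in 0.8ox, and 8 the other way round. Among the genes with at least 100 counts in 0.4ox, the largest falls in 0.8ox were those of MDP0000140078, with a log2 ratio 0.8ox/0.4ox of -4.98 (SE 0.38), and of MDP0000251418, with -4.41 (SE 0.45). Reads of their own were missing for 202 (18.8%) of the genes that differed between the oxygen levels, and 870 were left without them. Counts identical to those of another gene were found for 34 genes, and the genes that differed made 1055 distinct sets of counts. Both ways of leaving genes out were chosen after the data were examined.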

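Over the same genes as in the comparison of both oxygen levels with T0, the log2 ratios 0.8ox/0.4ox fell as the log2 ratios 0.4ox/T0 rose, with a slope of -0.232 and a squared correlation of 0.254 across genes. The log2 ratio 0.8ox/0.4ox is the difference of the log2 ratios against T0. The slope of -0.232 therefore follows from the slope of 0.768 given above and is not a separate result. The legend of Fig. 5 restricts the right panel to genes that differ between 0.4ox and 0.8ox. Over the 1046 such genes that were tested in all 3 comparisons, a list taken up only after the data were examined, the slope was -0.420 and the squared correlation 0.388. The 0.4ox count enters both ratios with opposite sign, which by itself gives a negative slope. In 100 simulations in which 0.8ox had the storage response of 0.4ox, the slope over the first list lay between -0.0224 and -0.0101, and over the genes of the legend between -0.0160 and 0.00255. With the observed ratios 0.8ox/0.4ox given random signs, these intervals were -0.0264 to 0.0226 and -0.0703 to 0.0658. All these simulations kept the observed lists and did not select genes anew.

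**Figure D1:**
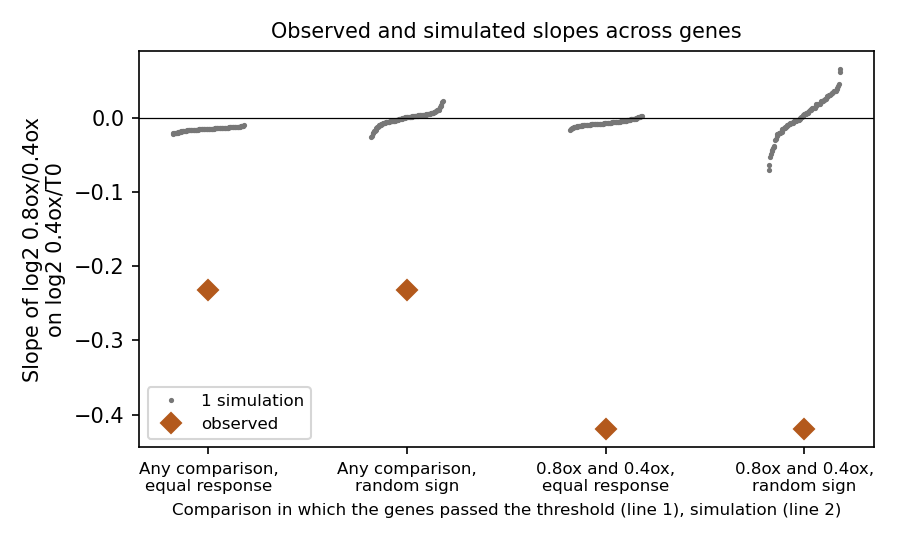
Slopes of log2 ratios on log2 ratios across genes, without unit, observed (diamonds) and in 100 simulations per case (dots, in rising order). The horizontal axis gives the comparisons in which the genes passed the threshold and the kind of simulation. The observed slopes of -0.232 and -0.420 lie below every simulated slope.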

A negative correlation between the effect of 0.8 vs. 0.4 kPa oxygen concentration and the response to 0.4 kPa oxygen storage was observed, suggesting a bias exerted by O_2_ levels on the expression dynamics over time (Figure 5). In fact, taking the transcriptome as a whole, storage at 0.8 kPa O_2_ tended to have a less severe effect on the transcriptomic change over time than the 0.4 kPa O_2_ condition. 

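Of the 1046 genes that differed between the oxygen levels and were tested against T0 in both, 666 had changed in the same direction at 0.4 and at 0.8 kPa. The change against T0 was smaller in 0.8ox for 492 (73.9%) of the 666 and larger for 174. Over the 6735 genes differentially expressed in at least 1 comparison, the median size of the log2 ratio against T0 was 1.30 in 0.4ox and 1.12 in 0.8ox. With the oxygen levels exchanged, so that the ratios 0.4ox/0.8ox were set against 0.8ox/T0, the slope was -0.0553 and the squared correlation 0.00414 over the 1046 genes. From the negative relation between the ratios, the paper proposes that the oxygen level biases how expression changes over time, and it states that storage at 0.8 kPa tended to change the transcriptome less than storage at 0.4 kPa.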

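With the further requirement of a change over 2-fold, 916 genes differed between the oxygen levels, 355 of them higher in 0.8ox and 561 higher in 0.4ox. The median SE of the log2 ratio over all tested genes was 0.29 in this comparison. At an adjusted p under 0.05 in place of 0.001, 1408 genes passed both requirements, and with the variance divided by the 3 libraries 1796, the largest move among the alternatives.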

A total of 897 genes were differentially expressed (qth < 0.001 and |fth|> 1) when comparing B vs. C samples, with 351 more expressed in C (0.8ox after 24 DIA) and 546 more expressed in B (0.4ox after 24 DIA; Table S4). MapMan software was used to classify these differentially expressed genes (DEGs) into a set of hierarchical functional categories.

The physiology and storability of apples under low oxygen conditions are known to be characterized by changes in the central carbon metabolism with particular emphasis on fermentation, as well as in the cell wall, amino acid, and secondary metabolisms. 

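The identifiers of 127 genes were read from Fig. 6, and all 127 were differentially expressed between 0.8ox and 0.4ox in the count tables, 58 of them higher and 69 lower in 0.8ox. The number was also 127 when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same samples. They comprised 40 genes of secondary metabolism (17 higher and 23 lower in 0.8ox), 30 of the cell wall, 19 of amino acids, 18 of fermentation, 13 of minor CHO, 5 of major CHO and 2 of glycolysis. Reads of their own were missing for 36 of the 127, so these 36 were not measured apart from their copies. Without a minimum count 125 of the 127 passed, the lowest number among the alternatives.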

Identified DEGs assigned to these key-processes were highlighted in the comparison 0.4ox vs. 0.8ox at 24 DIA (Figure 6).

**Figure 6:**
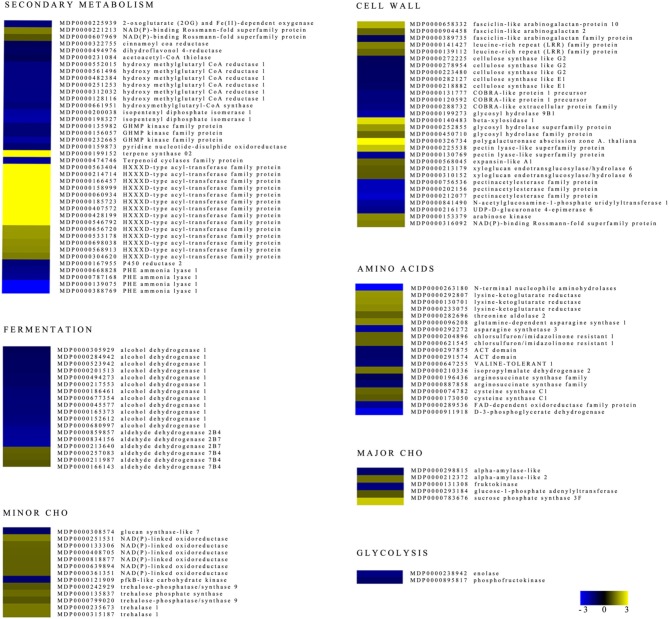
**Heat maps of differentially expressed genes involved in secondary metabolism, cell wall, fermentation, glycolysis, amino acid metabolism, minor and major CHO**. Negative and positive values indicate those genes that showed higher expression in B (0.4ox) or C (0.8ox) samples after 24 DIA, respectively.

A total of 16 genes involved in pectin esterification (three pectinacetyl esterases) and degradation (pectin lyase), cellulose synthase, and cell wall degradation were more expressed in the B (0.4ox) than the C (0.8ox) sample. 

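Of the 30 cell wall genes of Fig. 6, 14 were higher and 16 lower in 0.8ox than in 0.4ox, and 5 of the 30 had no reads of their own. Among the genes higher in 0.4ox, the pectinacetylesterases MDP0000756536 and MDP0000202156 had log2 ratios 0.8ox/0.4ox of -2.18 (SE 0.26) and -2.18 (SE 0.24). The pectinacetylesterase MDP0000212077 was lower still, and MDP0000202156 and MDP0000212077 had no reads of their own. The glycosyl hydrolase 9B1 gene MDP0000199273 had a log2 ratio of -1.93 (SE 0.39). The genes listed as cellulose synthase-like lay between -1.23 (SE 0.22) for MDP0000218882 and -1.10 (SE 0.25) for MDP0000272225. Of the COBRA-like genes, MDP0000288732 had the lowest log2 ratio, -1.53 (SE 0.23).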

Genes encoding a polygalacturonase (showing one of the highest FC values, 4.47), a pectin lyase, a beta xylosidase, two xyloglucan endotransglucosylase, an expansin, and fascilin-like arabinogalacatan and leucine-rich repeat (LRR) proteins were more expressed in the 0.8ox sample.

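The polygalacturonase MDP0000326734 had an estimated count of 23.9 in 0.4ox and 622 in 0.8ox, a log2 ratio 0.8ox/0.4ox of 4.47 (SE 0.33), the highest of the cell wall genes of Fig. 6. A pectin lyase-like gene (MDP0000225538) had 2.33 (SE 0.25), while another gene of that name (MDP0000130769) was lower in 0.8ox, with -1.74 (SE 0.40). The beta-xylosidase MDP0000140483 had a log2 ratio of 2.64, with an SE of 0.62. Both xyloglucan endotransglucosylase/hydrolase genes were higher in 0.8ox, MDP0000213179 with a log2 ratio of 1.12 (SE 0.20) and no reads of its own and MDP0000310152 with 1.09 (SE 0.22). Of 3 fasciclin-like arabinogalactan proteins, MDP0000658332 was higher in 0.8ox by a log2 ratio of 2.13 (SE 0.23) and MDP0000389735 lower, with -1.07 (SE 0.23).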

Specific secondary metabolic processes appeared to be selectively affected by the difference in oxygen concentration after 24 days of storage. Four putative Phe ammonia lyase (*PAL*) genes were markedly more expressed in the 0.4ox samples, as well as a dihydroflavonol 4-reductase, a cinnamoyl CoA reductase, and a number of genes involved in the mevalonate pathway. 

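The log2 ratios 0.8ox/0.4ox of the 4 Phe ammonia lyase genes were -3.49 (SE 0.34) for MDP0000388769, -3.29 (SE 0.41) for MDP0000139075, -1.74 (SE 0.21) for MDP0000787168 and -1.59 (SE 0.26) for MDP0000668828. The dihydroflavonol 4-reductase MDP0000494976 had a log2 ratio of -1.15 (SE 0.25), and the cinnamoyl CoA reductase MDP0000322755 had -1.08 (SE 0.20). The 13 genes of the mevalonate pathway in Fig. 6 were all lower in 0.8ox, with log2 ratios between -1.97 (SE 0.38) for isopentenyl diphosphate isomerase 1 (MDP0000198327) and -1.02 (SE 0.22) for acetoacetyl-CoA thiolase (MDP0000231084). Of these 13 genes, 5 had no reads of their own.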

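Terpene synthase 02 (MDP0000199152) had a log2 ratio 0.8ox/0.4ox of 3.53 (SE 0.60). Fig. 6 lists 14 acyl-transferase genes, all of them higher in 0.8ox and 9 of them with a log2 ratio above 3. The lowest ratio was 1.48 (SE 0.32) for MDP0000304620, and the highest was 3.54 (SE 0.60) for MDP0000563404, 1 of 8 acyl-transferase genes without reads of their own. MDP0000214714 had 3.47 (SE 0.31), and its whole-read count in 0.8ox was 40.91% of the estimated count, so most of its reads were shared. This gene was lower than T0 at both oxygen levels, with log2 ratios of -4.44 (SE 0.31) in 0.4ox and -0.97 (SE 0.17) in 0.8ox. The acyl-transferase MDP0000158999 lay above T0 in 0.8ox, with 1.85 (SE 0.37).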

A marked induction (FC > 3) was observed for terpene synthase as well as for a high number of acyl-transferase genes (nine of them with FC > 3) in the 0.8ox sample.

Considering minor CHO, out of a total of 13 DEGs, 11 (including trehalase and trehalose-phosphatase) were more expressed in the 0.8ox sample, where a sucrose phosphate synthase gene (major CHO) was also highly induced. 

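Of the 13 genes of minor CHO, 11 were higher and 2 lower in 0.8ox than in 0.4ox, and 6 of the 13 had no reads of their own. The trehalase genes MDP0000235673 and MDP0000315187 had identical counts and a log2 ratio of 1.43 (SE 0.24), so they were measured as 1 gene. The log2 ratios of trehalose-phosphatase/synthase 9 were 1.03 (SE 0.19) for MDP0000799020 and 1.04 (SE 0.25) for MDP0000242929, which no longer passed without a minimum count. Sucrose phosphate synthase 3F (MDP0000783676), a gene of major CHO, had a log2 ratio of 2.38 (SE 0.20). It was lower than T0 at both oxygen levels, with -3.48 (SE 0.21) in 0.4ox and -1.09 (SE 0.17) in 0.8ox.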

Samples kept at 0.4 kPa O_2_ showed a higher expression of a putative glucan synthase-like 7, carbohydrate kinase, and fructokinase. 

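Glucan synthase-like 7 (MDP0000308574) had a log2 ratio 0.8ox/0.4ox of -1.22 (SE 0.25), and the pfkB-like carbohydrate kinase MDP0000121909 had -1.27 (SE 0.29). The gene that Fig. 6 lists as fructokinase, MDP0000131308, had an estimated count of 615.7 in 0.4ox and 257.7 in 0.8ox, a log2 ratio of -1.49 (SE 0.20).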

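MDP0000131308 was higher than T0 at both oxygen levels, with log2 ratios of 4.97 (SE 0.29) in 0.4ox/T0 and 3.48 (SE 0.28) in 0.8ox/T0. MDP0000212372 was lower than T0 at both, with -2.79 (SE 0.26) and -1.46 (SE 0.19). Between the oxygen levels MDP0000212372 was higher in 0.8ox, with a log2 ratio 0.8ox/0.4ox of 1.32 (SE 0.28), while MDP0000131308 was lower. Fig. 6 lists MDP0000298815 under the name alpha-amylase-like, and this gene was lower in 0.8ox, with a log2 ratio of -1.29 (SE 0.23).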

Interestingly, two putative alpha-amylase-like genes (*MDP0000131308* and *MDP0000212372*) showed opposite expression trends in 0.4ox and 0.8ox samples.

A total of 19 DEGs were grouped under amino acid bin, indicating that the AA metabolism is highly affected by slight changes in oxygen concentration. 

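In the count tables 10 of the 19 amino acid genes of Fig. 6 were higher and 9 lower in 0.8ox than in 0.4ox. The log2 ratios 0.8ox/0.4ox ranged from -3.89 (SE 0.42) for MDP0000263180, listed under N-terminal nucleophile aminohydrolases, to 1.78 (SE 0.23) for the lysine-ketoglutarate reductase MDP0000292807.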

Genes involved in asparagine, serine, aspartate and glutamate metabolism, and acetolactate synthase were identified as differentially expressed. 

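The asparagine genes of Fig. 6 moved in opposite directions, with a log2 ratio 0.8ox/0.4ox of -1.83 (SE 0.21) for asparagine synthetase 3 (MDP0000292272) and 1.59 (SE 0.23) for glutamine-dependent asparagine synthase 1 (MDP0000096208). D-3-phosphoglycerate dehydrogenase (MDP0000911918) had a log2 ratio of -2.72 (SE 0.21) and lay above T0 in 0.4ox, by 2.06, and below T0 in 0.8ox, by a log2 ratio of -0.65 that no longer passed without a minimum count or with centring on the median. Threonine aldolase 2 (MDP0000282696) was higher in 0.8ox, with 1.18 (SE 0.20). The genes MDP0000621545 and MDP0000204896, both listed as chlorsulfuron/imidazolinone resistant 1, each had a log2 ratio of 1.23 (SE 0.21 and 0.22), and the latter had no reads of its own.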

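Enolase (MDP0000238942) had estimated counts of 600.5 in 0.4ox and 242.9 in 0.8ox, a log2 ratio 0.8ox/0.4ox of -1.54 (SE 0.21). Against T0 enolase had 0.45 (SE 0.19) in 0.4ox, which did not pass, and -1.09 (SE 0.18) in 0.8ox, which passed. Phosphofructokinase (MDP0000895817) had a log2 ratio 0.8ox/0.4ox of -1.20 (SE 0.20) and lay above T0 at both oxygen levels. The 12 genes of alcohol dehydrogenase 1 in Fig. 6 were all lower in 0.8ox, with log2 ratios from -1.54 for MDP0000680997 to -1.06 for MDP0000305929 and SE between 0.20 and 0.32. Without a minimum count MDP0000305929 no longer passed. Of the 12 genes, 6 had no reads of their own.

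**Figure D2:**
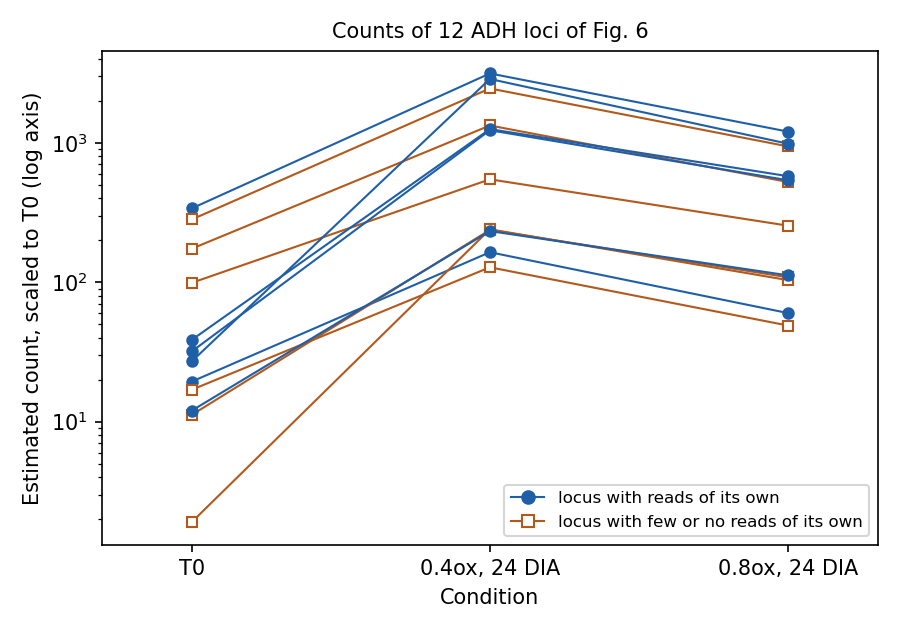
Scaled counts (log axis) of the 12 alcohol dehydrogenase genes of Fig. 6 in T0, 0.4ox and 0.8ox, 1 line per gene and without error bars. Open squares mark genes without reads of their own, and the median over the genes is 29.4 in T0, 888 in 0.4ox and 388 in 0.8ox.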

Two genes (enolase and phosphofructokinase) involved in glycolysis were highly induced in the 0.4ox sample, where there was also a marked induction in the expression of several *ADH* genes. 

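Aldehyde dehydrogenase 2B4 (MDP0000859857) had a log2 ratio 0.8ox/0.4ox of -1.76 (SE 0.25). The genes of aldehyde dehydrogenase 2B7 had -1.87 (SE 0.24) for MDP0000213640 and -1.79 (SE 0.30) for MDP0000834156.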

In the same sample, a higher expression of three aldehyde dehydrogenase (*ALDH*) genes was also observed. 

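The log2 ratios 0.8ox/0.4ox of the aldehyde dehydrogenase 7B4 genes were 1.04 (SE 0.20) for MDP0000166143, 1.11 (SE 0.20) for MDP0000211987 and 1.16 (SE 0.24) for MDP0000257083. The whole-read count of 0.8ox was 64.25% of the estimated count for MDP0000211987, and the other 2 had no reads of their own.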

Interestingly, three *ALDH* genes (*MDP0000166143, MDP0000211987, MDP0000257083*) were more expressed in the 0.8ox sample (Figure 6).

An unbiased GO enrichment analysis revealed important processes that were selectively regulated by the different low oxygen levels applied to the harvested apples. GO terms overrepresented among genes that were more expressed in 0.4ox compared to 0.8ox samples (B vs. C, Table 2) included responses to biotic stimulus, defense response, and oxidation-reduction in the BP category. Although photosynthesis is not active in ripe harvested apples, genes associated with photosynthetic light reactions were more expressed in the 0.4ox sample and the GO term was over-represented. Our data indicate that storage in very low oxygen conditions, close to the compensation point, interferes with photosynthetic genes at different levels, such as PSII and PSI efficiency, ribulose-1,5-bisphosphate carboxylase/oxygenase (Rubisco) activity and photorespiration. Considering cellular components and molecular function, the membrane and oxido-reductase activity were over-represented GOs, respectively. It is interesting to note that three out of the four under-represented GO terms identified included translation (BP), ribosome (CC), and structural component of ribosome (MF).

**Table 2:** **GO enrichment analysis of genes more expressed in B (0.4 kPa oxygen) when compared with C (0.8 kPa oxygen) samples after 24 DIA**.

**GOcat**	**Ontology**	**Description**	**Size**	***p*-value**	**DEG**	**Enrichment**
GO:0009607	BP	Response to biotic stimulus	66	2.18E-24	22	OR
GO:0006952	BP	Defense response	79	1.97E-22	22	OR
GO:055114	BP	Oxidation-reduction process	1811	2.82E-14	71	OR
GO:0009765	BP	Photosynthesis, light harvesting	46	6.84E-14	13	OR
GO:0006826	BP	Iron ion transport	9	7.43E-08	5	OR
GO:0006879	BP	Cellular iron ion homeostasis	9	7.43E-08	5	OR
GO:0015936	BP	Coenzyme A metabolic process	23	7.25E-07	6	OR
GO:0006468	BP	Protein phosphorylation	1492	3.37E-06	45	OR
GO:0008299	BP	Isoprenoid biosynthetic process	30	3.92E-06	6	OR
GO:0006950	BP	Response to stress	98	0.000564	7	OR
GO:0006412	BP	Translation	923	1.24E-06	0	UR
GO:0016020	CC	Membrane	1232	0.000285	34	OR
GO:0005622	CC	Intracellular	1447	0.000324	7	UR
GO:0005840	CC	Ribosome	719	2.58E-05	0	UR
GO:0016491	MF	Oxidoreductase activity	1101	1.62E-11	48	OR
GO:0008199	MF	Ferric iron binding	9	7.43E-08	5	OR
GO:0005488	MF	Binding	64	3.50E-07	9	OR
GO:0004420	MF	Hydroxymethylglutaryl-CoA reductase (NADPH) activity	23	7.25E-07	6	OR
GO:0016705	MF	Oxidoreductase activity	207	2.23E-06	14	OR
GO:0004163	MF	Diphosphomevalonate decarboxylase activity	3	3.00E-06	3	OR
GO:0004672	MF	Protein kinase activity	1486	3.04E-06	45	OR
GO:0016706	MF	Oxidoreductase activity	137	5.33E-06	11	OR
GO:0005506	MF	Iron ion binding	266	9.06E-06	15	OR
GO:0016841	MF	Ammonia-lyase activity	12	1.95E-05	4	OR
GO:0020037	MF	Heme binding	303	4.13E-05	15	OR
GO:0009055	MF	Electron carrier activity	484	9.74E-05	19	OR
GO:0022857	MF	Transmembrane transporter activity	129	0.000114	9	OR
GO:0016760	MF	Cellulose synthase (UDP-forming) activity	42	0.000338	5	OR
GO:0016597	MF	Amino acid binding	44	0.000422	5	OR
GO:0004452	MF	Isopentenyl-diphosphate delta-isomerase activity	3	0.000619	2	OR
GO:0003735	MF	Structural constituent of ribosome	766	1.28E-05	0	UR

*GOseq Probability Weighting Function retrieve 27 over-represented (OR) and 4 under-represented (UR) GO terms among DEGs (qval < 0.001 and log_2_ FC>1)*.

The GO overrepresentation amongst genes more expressed at the higher (0.8 kPa) O_2_ level (Table 3) revealed considerably different GO terms such as transmembrane transport, sodium ion transport, and carbohydrate metabolic processes. Membrane, beta-galactosidase complex, and mitochondrial intermembrane space were overrepresented cellular components (CC). Transferase, transporter, and hydrolase activity were typically overrepresented molecular functions (MF).

**Table 3:** **GO enrichment analysis of genes more expressed in C (0.8 kPa oxygen) when compared with B (0.4 kPa oxygen) samples after 24 DIA**.

**GOcat**	**Ontology**	**Description**	**Size**	***p*-value**	**DEG**	**Enrichment**
GO:0055085	BP	Transmembrane transport	662	3.81E-11	28	OR
GO:0006814	BP	Sodium ion transport	38	5.98E-11	9	OR
GO:0005975	BP	Carbohydrate metabolic process	456	2.86E-05	15	OR
GO:0009790	BP	Embryo development	2	8.60E-05	2	OR
GO:0006013	BP	Mannose metabolic process	11	0.000124	3	OR
GO:0005991	BP	Trehalose metabolic process	3	0.000257	2	OR
GO:0006665	BP	Sphingolipid metabolic process	3	0.000257	2	OR
GO:0055114	BP	Oxidation-reduction process	1811	0.000418	32	OR
GO:0006825	BP	Copper ion transport	4	0.00051	2	OR
GO:0016020	CC	Membrane	1232	0.000102	26	OR
GO:0009341	CC	Beta-galactosidase complex	12	0.000164	3	OR
GO:0005758	CC	Mitochondrial intermembrane space	4	0.00051	2	OR
GO:0016021	CC	Integral component of membrane	1007	0.000547	21	OR
GO:0005622	CC	Intracellular	1447	0.000604	3	UR
GO:0016747	MF	Transferase activity, transferring acyl groups other than amino-acyl groups	172	2.48E-16	20	OR
GO:0005215	MF	Transporter activity	161	3.56E-11	15	OR
GO:0004553	MF	Hydrolase activity, hydrolyzing O-glycosyl compounds	256	5.76E-06	12	OR
GO:0000155	MF	Phosphorelay sensor kinase activity	26	9.31E-05	4	OR
GO:0015923	MF	Mannosidase activity	11	0.000124	3	OR
GO:0004565	MF	Beta-galactosidase activity	12	0.000164	3	OR
GO:0022857	MF	Transmembrane transporter activity	129	0.000213	7	OR
GO:0004348	MF	Glucosylceramidase activity	3	0.000257	2	OR
GO:0004555	MF	Alpha, alpha-trehalase activity	3	0.000257	2	OR
GO:0004559	MF	Alpha-mannosidase activity	14	0.000268	3	OR
GO:0016531	MF	Copper chaperone activity	4	0.00051	2	OR
GO:0016702	MF	Oxidoreductase activity	21	0.000933	3	OR
GO:0005515	MF	Protein binding	3238	0.000233	13	UR

*GOseq Probability Weighting Function retrieve 25 over-represented (OR) and 2 under-represented (UR) GO terms among DEGs (qval < 0.001 and log_2_ FC > 1)*.

Considering the whole set of DEGs when B vs. C samples were compared (Table S4), 2-oxoglutarate (2OG) and Fe (II)-dependent oxygenase (FeKGO) genes were highly affected by hypoxic conditions. 

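MDP0000436890 had an estimated count of 4.57 in T0, 55.7 in 0.4ox and 1.28 in 0.8ox. With 0.8ox set to 3 counts it was at least 21.8-fold lower in 0.8ox than in 0.4ox. The fitted log2 ratio 0.8ox/0.4ox was -5.67 with an SE of 1.30, the lowest of the 630 genes that were lower in 0.8ox, and its size is not fixed at a count this low.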

One FeKGO gene (*MDP0000436890*) showed the highest FC (5.76) expression when comparing B vs. C samples and other nine FeKGO genes showed a strong upregulation (FC > 3) in 0.4ox samples. This thus, indicates that there is an intrinsic connection between oxygen deprivation and oxygenases in apples. Other genes with a very high expression in 0.4ox samples compared to 0.8ox were those encoding cytochrome P450 (12 out of 13 identified as DE), and 18 (out of 20 identified as DE) MLP-like proteins putatively involved in RNA processing/ribonucleases, defense and biotic stimulus responses. As far as the hormone signaling and metabolism is concerned, several auxin-related genes were more expressed in 0.4ox compared to 0.8ox samples, such as a SAUR-like auxin-responsive and an auxin-responsive family protein, three genes involved in brassinosteroid metabolism, two GAST1 protein homologs and one cytokinin oxidase. However, four DEGs involved in ethylene signal transduction were identified as being more expressed in the 0.8ox sample, as well as one gene putatively involved in cytokinin signal transduction.

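The part of Table S4 used here pairs 10 genes with ethylene signal transduction, and 4 of them had enough counts for a test between the oxygen levels. Differential expression was found for 3, with log2 ratios 0.8ox/0.4ox of 2.43 (SE 0.40) for MDP0000689946, 2.40 (SE 0.58) for MDP0000242413 and 1.34 (SE 0.25) for MDP0000288468. MDP0000242413 had no reads of its own and no longer passed without a minimum count. The fourth gene, MDP0000752656, had a log2 ratio of 1.57 (SE 0.87), which did not pass.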

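MDP0000309741 had an estimated count of 7.56 in 0.4ox and 417.9 in 0.8ox, a log2 ratio 0.8ox/0.4ox of 5.56 (SE 0.54), the highest of the 442 genes that were higher in 0.8ox. Against T0 the gene rose by a log2 ratio of 6.43 (SE 0.55) in 0.8ox.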

In the 0.8ox sample, the gene showing the highest FC compared to the 0.4ox sample was a dicarboxylate/malate carrier gene (*MDP0000309741*, FC = 5.55), which might be related to a more pronounced catabolism of malic acid. 

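For tonoplast dicarboxylate transporters, 7 genes of the part of Table S4 used here were higher in 0.8ox than in 0.4ox, and 6 of them had a log2 ratio above 2. The lowest was 1.64 (SE 0.32) for MDP0000255230, and the highest was 2.41 (SE 0.29) for MDP0000432934. MDP0000271175 and MDP0000307325 had no reads of their own. For sulfate transporters, 4 genes were higher in 0.8ox, with log2 ratios of 3.47 (SE 0.30) for MDP0000308205, 3.22 (SE 0.23) for MDP0000231619, 3.14 (SE 0.32) for MDP0000311618 and 2.87 (SE 0.50) for MDP0000356821, the last of them without reads of its own.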

Considering genes involved in transport, seven tonoplast dicarboxylate transporter and three sulfate transporter genes had higher expression in the 0.8ox sample with FC > 2. As reported above, transmembrane transport and specific ion transport are among the GO terms overrepresented in apples kept at 0.8ox compared to 0.4ox samples. This might indicate that intracellular trafficking in the apple cortex is highly sensitive to slightly different hypoxic conditions. Interestingly, nitrate reductase was also found to be more expressed in the 0.8ox sample compared to 0.4ox.

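In the part of Table S4 used here, the nitrate reductase genes MDP0000148564 and MDP0000183286 had 62.8 and 61.6 estimated counts in T0. They had 1.78 counts each in 0.4ox. In 0.8ox they had 8.62 and 9.08 counts, under the minimum of 10 counts for a test between the oxygen levels. Neither gene had reads of its own. Without a minimum count both genes were tested and did not pass, so a difference was not detectable at this depth.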

### Transcription factors and signal transduction components underlying changes in responses to different low O_2_ levels

Clearly, subtle changes in O_2_ levels lead to a very large shift in transcriptome composition (Figure 5). ERF TF abundance is important but only partially explains such changes since ERF-VIIs have not yet been reported to target such a large range of genes. To further highlight possible players in this relatively large transcriptomic change operating over a small O_2_ difference, differentially regulated TFs were identified.

A total of 63 putative TFs were differentially expressed (qth < 0.001 and |fth|> 1) of which, 18 were more expressed in 0.8ox and 45 more expressed in the 0.4ox sample (Table S7). 

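All 63 transcription factors of Table S7 were differentially expressed by more than 2-fold in the count tables, 18 of them higher in 0.8ox and 45 higher in 0.4ox. The number was also 63 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Of the 63 genes, 11 had no reads of their own. Without a minimum count 61 passed, the lowest number among the alternatives.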

In the 0.8ox sample, the TF showing the highest FC (4) was a member of the MADS box family (*MDP0000212925, AGAMOUS80*), whereas in the 0.4ox sample an AUX/IAA transcriptional regulator family protein (*MDP0000223496*) showed the highest FC (3.03), together with three other AUX/IAA genes. 

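MDP0000212925 had an estimated count of 0.643 in T0, 4.19 in 0.4ox and 79.3 in 0.8ox, a log2 ratio 0.8ox/0.4ox of 4.01 (SE 0.73). MDP0000223496 had a log2 ratio of -3.04 (SE 0.25). The other AUX/IAA genes lower in 0.8ox were MDP0000270789, with -1.91 (SE 0.28), MDP0000253285, with -1.10 (SE 0.26), and MDP0000123816, with -1.09 (SE 0.25). Table S7 also lists MDP0000284467 and MDP0000250876 in this family, and both were higher in 0.8ox, with 1.49 (SE 0.23) and 1.31 (SE 0.20). MDP0000284467 and MDP0000253285 had no reads of their own.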

The lowest oxygen concentration induced an up-regulation of four WRKY, five HB, and two Zinc-finger genes.

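All 4 genes that Table S7 lists under WRKY were lower in 0.8ox than in 0.4ox. Of 6 HB genes, 5 were lower in 0.8ox, with log2 ratios 0.8ox/0.4ox from -1.71 (SE 0.21) for MDP0000736852 to -1.09 (SE 0.20) for MDP0000564897, and MDP0000248279 was higher, with 1.11 (SE 0.21). Among the zinc finger genes, the DOF members MDP0000233401 and MDP0000170286 had -1.74 (SE 0.34) and -1.66 (SE 0.34), neither with reads of its own.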

A putative VQ motif gene (*MDP0000346969*) was found to be induced at 0.4 kPa, compared to 0.8 kPa O_2_. 

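MDP0000346969 had a log2 ratio 0.8ox/0.4ox of -1.66 (SE 0.30). Its log2 ratio 0.4ox/T0 of -0.38 (SE 0.23) did not pass, while in 0.8ox the gene was lower than T0, with -2.04 (SE 0.27).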

VQ proteins play an important role in plant growth, development, and response to environmental conditions, most likely by acting as cofactors of group I and IIc WRKY (Cheng et al., 2012). 

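For MDP0000652760, listed as WRKY 23 in Table S7, the log2 ratio 0.8ox/0.4ox was -2.35 (SE 0.56), the gene had no reads of its own, and without a minimum count it did not pass. For MDP0000708692, listed as WRKY 33, the ratio was -2.45 (SE 0.49).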

Two putative WRKY TFs (WRKY 23 *MDP0000652760* and WRKY33 *MDP0000708692*) were induced at 0.4 kPa oxygen compared to 0.8 kPa oxygen. These TFs belong to the WRKY group I (Rushton et al., 2010) and thereby could interact and co-operate with VQ proteins (Cheng et al., 2012). In addition, two other members of the WRKY TF family (*MDP0000134105, MDP0000127976*) were more expressed in the 0.4ox than 0.8ox sample.

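The log2 ratio 0.8ox/0.4ox was -1.80 (SE 0.32) for MDP0000134105 and -1.90 (SE 0.33) for MDP0000127976. The whole-read count of 0.8ox was 10.6% of the estimated count for MDP0000134105 and 7.74% for MDP0000127976, so most reads of both were shared with other copies.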

## Discussion

It is well known that decreases in oxygen concentration as those used in CA protocols result in a retarded metabolism, reduced respiration, delayed ripening, and an extension of shelf life in several fruit species including apples (Yahia, 2009). We exploited an integrated transcriptomic and metabolic approach to characterize, as comprehensively as possible, apple cortex responses to different oxygen regimes adopted during apple storage. We found that in apple cortex, the overall metabolism is markedly affected throughout the imposed period of low oxygen stress (up to 60 days of storage in hypoxia) with responses that vary in terms of temporal pattern and intensity.

As observed in *Arabidopsis* (Blokhina et al., 2014), one of the main effects of hypoxic conditions in apple cortex is modulation of the oxygenase expression. In addition, the differential expression of a large number of members of the superfamily of cytochromes P450 may indicate the presence of finely-tuned mechanisms activating oxygen in signaling events (Lewis, 2002). GO classes related to important metabolic (e.g., carbohydrate) and biological (e.g., photosynthetic light reactions, transport, defense) processes and functions (e.g., hydrolase activity) were found to be highly affected by both hypoxic conditions. In addition, our data concerning the number of DEGs (Table S4) and the overall evaluation of the GO terms overrepresented when comparing 0.4 and 0.8ox samples (Tables 2, 3) indicate that the slightly different hypoxic conditions imposed have a profound effect on apple fruit physiology.

One of the main physiological effects of applying CA conditions to ripening fruit is the reduction in ethylene biosynthesis. Given the relationships between ethylene and ripening gene expression in climacteric fruits (Grierson, 2013), this impacts strongly on the ethylene-dependent processes occurring in detached climacteric fruit. In our trial, ethylene production was not measured, although Both et al. (2014) report that in Royal Gala apples, decreasing oxygen levels from 1 to 0.5 kPa lead to a reduction in ethylene biosynthesis after 8 months of storage and the following 6 days of shelf-life at 20°C. Considering the two main ethylene biosynthetic steps, ACC synthase and ACC oxidase, our data suggest that under hypoxic conditions ethylene production is negatively affected through a repressive effect on both *ACS* and *ACO* transcript accumulation, confirming previous results obtained by Gorny and Kader (1996). This repressive effect was more pronounced in 0.4ox and was removed by shifting 0.4–0.8 kPa at 31 DIA. The increasing levels of expression of both *ACS* and *ACO* genes observed in the Nox samples, was delayed in hypoxia in a concentration dependent way. There is thus a key difference between model plants subjected to hypoxia or flooding and detached apple fruit stored under low oxygen. In fact, although differences have been observed among species and organs, in whole plants the submergence adaptation is associated with ethylene production/accumulation (Steffen and Sauter, 2014).

### Slight changes in low oxygen concentration affect pyruvate metabolism, fermentative pathway, and amino acid accumulation

Changes in the pyruvate metabolism in apple fruit appear to be a key event occurring under low oxygen conditions, as observed in model species. The accumulation of ethanol under extremely low oxygen concentration and/or during prolonged CA storage has been reported (Mattheis et al., 1991) also in relation to the development of low oxygen-induced physiological disorders (Vandendriessche et al., 2013; Lumpkin et al., 2014). As observed by Lumpkin et al. (2014) in Red Delicious apples, the rate of ethanol accumulation increases with the decrease in O_2_ levels. The relationship between different low oxygen concentrations and ethanol accumulation was confirmed in our experimental conditions in which 0.4 kPa oxygen represented a significantly more intense stress condition compared to 0.8 kPa (Figures 2, 5). This subtle difference in terms of oxygen concentration is readily perceived and associated with the differential transcriptional up-regulation of *ADH* genes as early as 3 DIA (Figure 3) and after 24 DIA (Figure 6). However, post-transcriptional/post-translational regulation mechanisms modulating ethanolic fermentation cannot be ruled out (Bucher et al., 1994).

The differential effect of the two hypoxic levels on the fermentative pathway was confirmed by the observation that, after shifting the oxygen concentration from 0.4 to 0.8 kPa (at 30 DIA), the ethanol concentration at 60 DIA was not different in the two hypoxic samples (Figure 2). The different responses to the imposed conditions are even more evident when considering the changes occurring in terms of alanine concentration. The increase in alanine, one of the most salient effects of hypoxia (Limami, 2014), may also have an important role in apple fruit tissue, in maintaining the glycolytic flux by preventing excessive pyruvate accumulation, while retaining carbon resources within the cell (Rocha et al., 2010). Hatoum et al. (2014) reported increases in alanine concentrations in Braeburn apples after long-term storage (up to 8 months) under 2.5 kPa O_2_,/3.7 kPa CO_2_ conditions. In the same apple variety, Vandendriessche et al. (2013) showed different alanine accumulations in relation to a different composition of the atmosphere (changes in both oxygen and carbon dioxide concentrations) after 4 months storage. Under our experimental conditions, the increase in alanine content occurred very rapidly (3 DIA) in both hypoxic samples.

A comparison of gene expression patterns, reveals, in general, a correlation between the intensity of the hypoxic stress and the expression level (Figure 3), as also observed for specific hypoxia-related genes (e.g., pyruvate decarboxylase) in other fruit species such as *Citrus sinensis* (Pasentis et al., 2007) This is also confirmed by RNA-seq data showing that several ADH loci were more expressed in 0.4ox samples at 24 DIA. 

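Against T0, the 12 alcohol dehydrogenase genes of Fig. 6 were higher at both oxygen levels, all 12 past the threshold in 0.4ox and 11 in 0.8ox. The median log2 ratio was 3.75 in 0.4ox/T0 and 2.53 in 0.8ox/T0. The highest fitted ratio was that of MDP0000217553, whose T0 count of 1.90 makes the rise at least 79.8-fold in 0.4ox and at least 34.5-fold in 0.8ox. This gene had no reads of its own. MDP0000594290, the alcohol dehydrogenase of Table S1, had a log2 ratio 0.8ox/0.4ox of -0.43 (SE 0.20) that did not pass, and it had no reads of its own.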

The accumulation of *AlaAT* transcripts was extremely abundant in 0.4ox samples, suggesting a low oxygen response threshold for this gene. This was confirmed by the effects on the specific transcript accumulation of shifting oxygen from 0.4 to 0.8 kPa (31 DIA), which is an extremely pronounced effect for *AlaAT*. In soybean roots, transcripts from *GmAlaAT* subfamily A increased during water logging, and declined to levels below the initial value during the recovery (re-oxygenation) treatment (Rocha et al., 2010). Taken together these data suggest that, in apple fruit, specific *AlaAT*s possess a high level of transcriptional control by factors modulated by slight changes in oxygen concentration. This also suggests that under hypoxic conditions the fate of pyruvate, as a substrate to produce acetaldehyde (ethanol), lactate, or alanine, is highly dependent on the different low oxygen concentrations. Gene expression data concerning *PDC, ADH, LDH*, and *AlaAT* indicate that, with the exception of *AlaAT* in 0.8ox samples, there was an up-regulation in response to hypoxia as early as after 3 DIA (Figure 3). All these genes belong to a core group of genes showing altered expression under hypoxia in model plant species (*Arabidopsis*, rice, and poplar, Mustroph et al., 2010) and, in apple fruit, their up-regulation appears to be transient with a general decrease in transcript accumulation in later stages of storage. Interestingly, among these genes, those that are homologous to core-responsive anaerobic genes in *Arabidopsis* (Mustroph et al., 2009) exhibited a peak of induction when fruit were kept at 0.4 kPa oxygen for 10 days, although they were significantly up-regulated in milder hypoxic conditions. *AlaAT*, instead, was only induced by the lowest oxygen concentration used in this study, suggesting it to be regulated by strict hypoxia- or anoxia-specific mechanism(s).

In addition to alanine, other aminoacids were affected in relation to the intensity of hypoxic stress (Table 1). Compared to the Nox sample, GABA, a well-known end-product of plant cells held under low oxygen conditions, showed an increasing trend (statistically significant only under 0.8ox conditions). Since no induction of glutamate decarboxylase (GAD) genes was observed under hypoxia, it can be hypothesized that post-transcription or post-translational regulation of this enzyme occurs in conditions of oxygen deficiency. Alternatively, either polyamine degradation or non-enzymatic proline oxidation could contribute to GABA accumulation under hypoxia (Shelp et al., 2012; Signorelli et al., 2015). In pears, increases in GABA content are the main markers of hypoxia (Pedreschi et al., 2009a): taken together, these findings may indicate that, as observed in other plant organs, also in fruit tissues GABA represents a key metabolite in the interface between C and N metabolism under energetically demanding stresses. Whether, as reported by Michaeli and Fromm (2015), GABA may also act a signaling molecule and/or a sensor for the energetic level of the fruit remains to be elucidatedInterestingly, GABA and alanine accumulation patterns showed a similar trend characterized by a transient increase in the early stages (3–17 DIA) of storage followed by a decrease. This suggests that in apple fruit the metabolisms of alanine and GABA are correlated. Asparagine and aspartate are significantly reduced by 0.4 but not by 0.8 kPa, which suggests that the two stress levels differently modulate the decrease in the carbon-flux into the TCA cycle. An accumulation of threonine accompanied by the attenuation of aspartate in 0.4ox samples could indicate that threonine synthesis is induced during extremely low oxygen stress, since the biosynthesis of threonine starts from aspartate. However, the synthesis of threonine requires energy, carbon, and nitrogen (Galili, 1995), and plants under oxidative stress tend to direct the metabolism toward saving ATP. Additional investigations are needed to elucidate this aspect of threonine metabolism under hypoxia. The general decrease of uridine in both hypoxic samples compared to the control (where uridine increases throughout the storage period) might be, as suggested by Loef et al. (1999), the consequence of the enhanced use, under the imposed stress, of preformed nucleotides, in order to avoid the high energy cost of a de-novo biosynthesis of uridine which represents an important cofactor in the use of sucrose. An attenuation of uridine has been detected in potatoes where oxygen concentration gradients are present within the growing tuber (Geigenberger et al., 2000).

### Carbohydrate, cell wall, and secondary metabolisms as well as intracellular transport processes are highly responsive to different hypoxic levels

In elongating plant organs, the decrease in ATP and the reduced level of energy production caused by hypoxia induce a number of reactions. The primary metabolism is affected in terms of the catabolic pathways that allow the hydrolysis of starch and the catabolism of sucrose. Based on our expression data, also this seems to occur in hypoxic detached apples.

The transient up-regulation of beta-amylase observed in Granny Smith apples stored under hypoxia can be considered as specific to organs accumulating starch (such as apples), since amylases are not up-regulated in *Arabidopsis* seedlings and poplar roots where starch reserve may be unavailable or not accessible (Mustroph et al., 2010). Apples accumulate starch during the late stages of development, and when stored (particularly for long periods), the starch content is still high. In starch-accumulating organs (such as coleoptiles and germinating rice seeds) starch degrading enzymes (α-amylase, β-amylase, debranching enzyme, α-glucosidase) are active and low oxygen conditions up-regulate amylase gene expression (in particular β-amylase) in several species (Mustroph et al., 2010). Also in apples, β-amylase appears to be a hypoxia-induced gene and might be involved in the decrease in starch content observed during CA storage (Gorin et al., 1978).

As reported in the vegetative tissues of several species, the prompt up-regulation of *SuSy* gene expression indicates that also in apple fruit, this is one of the core-responsive genes to hypoxia, which are highly sensitive to changes in oxygen concentration in the environment. The induction of *SuSy* has been associated with the activation of mechanisms that compensate for severe ATP deficiency by the induction of alternative pathways that use inorganic pyrophosphate (PPi) instead of ATP for phosphorylation reactions. Compared to the invertase-hexokinase pathway, *SuSy* activation is considered as a truly energy-saving pathway. Similarly to findings for *AlaAT*, there seems to be a strict relationship between the oxygen concentration and the level of *SuSy* gene expression induction in apple cortex.

To meet the energy demand in many plants subjected to hypoxic stress, an increase in carbohydrate flux through glycolysis occurs. One of the key steps in glycolysis is the conversion of fructose-6-phosphate to fructose-1,6-biphosphate catalyzed by PFK. In some plant species, PFK is induced under low oxygen conditions, and similarly to Susy, this is true for the form (PFP) that uses PPi instead of ATP in order to save energy (Bailey-Serres et al., 2012).

The rapid and marked up-regulation of the *PFK* expression indicates that also in apple fruit, as observed in sensitive and tolerant plants to hypoxia (Mustroph et al., 2013), PFK is highly sensitive to hypoxic conditions and is probably key in re-setting carbon metabolism under oxygen deficiency through an induction of the glycolytic pathway. Although *SuSy* and *PFK* resulted highly induced by hypoxic conditions, focusing on the first 60 days of low oxygen storage, our data do not show any significant differences among samples in terms of the main sugars (fructose, glucose, and sucrose) content (Table 1). This might be the result of post-transcriptional and post-translational regulatory mechanisms that are activated in relation to hypoxic stress. Mustroph et al. (2013) reported that while the genes were strongly expressed, the activities of PFK and PFP were only slightly increased in cell extracts of rice in response to short-term anoxic treatments. The same authors reported that different regulatory mechanisms concerning *PFK/PFP* gene expression and activity could be related to the different level of sensitivity/tolerance to low oxygen conditions. Whether this also occurs in apples still needs investigating.

RNA-seq data indicate that transmembrane carriers/ion transporters are among the GO terms overrepresented when comparing the two hypoxic conditions, and this suggests that ionic and osmotic homeostasis is altered under low oxygen stress in apple cortex with effects on cellular physiology and metabolism. The gene most expressed with the highest fold change in C (0.8ox) vs. B (0.4ox) sample is a dicarboxylate carrier. Regalado et al. (2013) characterized three *V. vinifera* mitochondrial dicarboxylate/tricarboxylate carriers (DTC) putatively involved in the transport of mitochondrial malate (and other organic acids). Two of these *DTC* genes showed a developmental expression pattern during grape berry ripening (when malic acid concentration decreases) suggesting they are involved in malic acid transport into mitochondria for oxidation. Since one of the main effects of lowering oxygen concentrations in DCA protocols is to maintain higher levels of organic acids (malic acid, as the main organic acid in apples), the higher expression of these dicarboxylate carrier/transporter genes in 0.8ox samples may be related to a more pronounced catabolism of malic acid.

Another effect of the low oxygen storage of apple fruit is the maintenance of flesh firmness, one of the most important quality parameters. In general, the lower the oxygen level the higher the values of apple flesh firmness both at the end of the storage period and during the post-storage life (Hennecke et al., 2008). The loss of flesh firmness is strictly related to changes in the composition, architecture, and physical properties of primary cell wall constituents. These changes are driven by specific enzymes (above all hydrolases) through reactions leading to solubilization and depolymerizations of two main domains: pectins and hemicellulose. In apples, the decrease in total pectin and hemicellulose content has been found to be higher under storage at 3% compared to 1% oxygen concentration where the free pectin content was lower (Siddiqui et al., 1996). Gwanpua et al. (2014) reported that a loss of neutral sugars, an increase in pectin solubility and a decrease in water soluble pectins are associated with Jonagold apple softening, which is more pronounced in fruit stored under normoxia than in CA. The key role played by pectin depolymerization process in apple softening has been clearly demonstrated in *PG1*-suppressed “Royal Gala” apples, which maintain higher firmness values after ripening (Atkinson et al., 2012). The lower expression in the 0.4ox sample of genes with important roles in pectin (polygalacturonases, pectate lyase) and hemicellulose/xyloglucan (β-xylosidase) depolymerization, together with one expansin and one xyloglucan endotransglysolyase (Figure 6) would explain, at the molecular level, the beneficial effects of extremely low oxygen concentrations on flesh firmness. Three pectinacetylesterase (PAE) genes were more expressed in the 0.4ox sample. No information is available in the literature concerning the possible role of PAE in the cell wall metabolism of ripening fruit and the biological function of pectin acetyl esterification is not clear. Renard and Jarvis (1999) suggested that de-acetylation favors pectin-calcium interactions resulting in strengthening the wall and middle lamella. In potato plants overexpressing PAE, the tuber cell wall was found to have greater failure strength and was stiffer, which was explained by increased interactions (ionic binding of divalent cations, hydrogen bond) between homogalacturonan monomers (Orfila et al., 2012). Perhaps this also occurred in apples stored at the lowest oxygen concentration used in our trial, and PAE may have a role, together with other cell wall enzymes, in altering the physical properties of primary cell wall in ripening fruit. Since in climacteric fruit, the up-regulation of some cell wall degrading enzymes at ripening is ethylene-dependent, it would be interesting to assess whether the mechanisms regulating the expression of these genes are directly related to hypoxic sensing mechanisms or to the reduction/inhibition of ethylene production and/or signal transduction.

With regard to specific secondary metabolism pathways, it seems that opposite effects are induced by varying the oxygen level on terpene synthesis and the earliest step of the phenylpropanoid pathway. In fact, a terpene synthase gene was more (FC > 2) expressed in the 0.8ox sample. This appears to be in agreement with findings of Both et al. (2014) who reported a decrease in a terpene compound in Royal Gala apples stored under decreasing levels of oxygen concentration (from 1.0 to 0.5 kPa). Phenylalanine ammonia lyase genes (PAL) were more expressed (two at FC > 2 and two at FC > 1) under the lowest oxygen concentrations. The production of different classes of phenol compounds through the activation of the phenylpropanoid pathway and the up-regulation of *PAL* expression has been associated with the responses of detached fruit to various kinds of abiotic stress such as cold (Lo Piero et al., 2005) and wounding (Tosetti et al., 2014). Based on the RNA-seq data, it can be hypothesized that the earliest step in this secondary metabolic pathway is also highly sensitive to different levels of hypoxic stresses. Since the expression of a cinnamoyl CoA reductase was also induced, the production of defense-related metabolites, including lignin, may possibly be induced under extreme stress conditions. Mellidou et al. (2014) reported an up-regulation of a cinnamoyl reductase gene in Braeburn apples affected by the CA-induced browning disorder.

### Transcription factors are selectively modulated in hypoxic apples suggesting the presence of finely-tuned regulatory mechanisms

The high number of TFs that were differentially expressed in the 0.4ox vs. 0.8ox sample comparison clearly indicates that the responses to different levels of hypoxia are (also) the result of a modulation of signaling events leading to differentially regulated transcriptional activity, which is apparently more pronounced when the stress is more intense (45 and 18 putative TFs were more expressed in 0.4ox and 0.8ox samples, respectively). In harvested fruit, a modulation of WRKY TFs has been associated with different responses/tolerance to stresses such as wounding (Tosetti et al., 2014) and low temperature (Sanchez-Ballesta et al., 2003).

The involvement of AP2/ERFs members in the responses to different stresses including oxygen deprivation was demonstrated by Nakano et al. (2006) and then by Licausi et al. (2010) who described two members of the group VII ERF proteins (HRE1 and HRE2) as possible regulators of the hypoxic response in *Arabidopsis*. The transcription of these two genes is highly up-regulated under low oxygen conditions, which is also what we observed in apple cortex where the two orthologues of *Arabidopsis* HRE (*MDP0000288465* and *MDP0000848905*) showed a prompt up-regulation under hypoxic conditions, with the highest levels of transcript accumulation occurring in the 0.4ox samples. It is still not clear whether the induced expression of these two TFs in apple is required to maintain the expression of fermentative and other hypoxic genes to ameliorate tissue survival under low oxygen condition as observed in *Arabidospis* (Licausi et al., 2011b). The other members of the *Arabidopsis* group VII ERF subfamily, which are constitutively expressed, have been proposed as candidates for early oxygen sensing through the N-end rule pathway (NERP; Bui et al., 2015).

The results of western blot analysis clearly indicate that the apple ERF-VII MdRAP2.12 protein differentially accumulates in samples held at different oxygen concentrations, with the highest level reached in samples maintained at the lowest oxygen concentrations, whereas under normoxia no accumulation of the protein was detected. The different accumulation of MdRAP2.12 protein in the apple cortex after 24 DIA indicates a strong inhibition of the plant cysteine oxidase activity, which targets ERF-VII proteins toward proteolysis, at 0.4 KPa O_2_ in the surrounding environment (Weits et al., 2014). Taken together these results suggest that the NERP involving the degradation of RAP2.12 and the oxygen sensing mechanisms described in *Arabidopsis* are also present in apple fruit cortex tissues. The rapid and marked up-regulation of HRE genes also seems to indicate that these TFs are the elements primarily responding to changes in oxygen concentration possibly sensed by the levels of RAP2.12 protein, and responsible for the regulation of the expression of hypoxia-induced genes (e.g., *ADH*, Licausi et al., 2011a).

Apple varieties react differently to extremely low oxygen conditions during storage, in particular in terms of ethanol production and accumulation, as observed, for example, in Red Delicious fruit which accumulate much more ethanol than Granny Smith (Zanella and Tonutti, unpublished). If this is the result of different oxygen sensing mechanisms involving group VII ERF TFs in general and in particular RAP2.12 remains to be elucidated.

## Conclusions

Harvested apple fruit maintained under extreme low oxygen conditions for up to 60 days undergo marked changes in their overall metabolism. Based on our integrated metabolic and transcriptomic approach, some processes appear to be already affected at the earliest stages of exposure to hypoxia. It can thus be concluded that:

- Apple fruit cortex tissues are highly sensitive even to subtle differences in oxygen concentrations close to the anaerobic compensation point. This is reflected in the ethanol concentration, the expression of hypoxia marker genes such as *AlaAT* and *SuSy*, and the large number of RNA-seq identified genes, which are extremely reactive to small changes in oxygen concentration;
- The oxygen sensing mechanism based on the N-end rule pathway and on the post-translational regulation of group VII ERF protein stability seems also to be present and active in apple fruit. RAP2.12 action is the likely mechanism by which subtle changes take place in responses to different hypoxic conditions;
- Some hypoxia responsive metabolic processes appear to be shared with those of vegetative tissues of model species, others (e.g., cell wall, organic acid) appear to be specific to fruit tissues. The observed metabolic reset occurring in apple cortex under hypoxic conditions appears to be the result of regulatory mechanisms modulating not only gene expression, but also post-transcriptional and post-translational processes;
- Specific molecular and metabolic changes occur at the earliest stages of the imposed stress conditions and some of them appear to be transient. Whether some of these changes represent a sort of a rapid adaptation response to the stress remains to be elucidated.

## Author contributions

BR and PT designed the experimental trials; MZ, BR performed the experiments and collected the samples; SB, CL, CS, LT carried out the NMR analyses; DC, MZ performed the gene expression and western blot analyses, respectively; DC, AC, HV, AZ carried out the bioinformatic analyses; SB, DC, FL, BR, HV, PT analyzed the data and discussed the results; DC, SB, BR, and PT wrote the article. All authors read and approved the final manuscript.

## Funding

This work was financially supported by Marvil Engineering s.r.l., 39040 Magré s.s.d.v. (Bolzano, Italy), by Progetto AGER Melo, grant n° 2010-2119, and by grants from Scuola Superiore Sant'Anna (Ricerca d'Ateneo) to P.T. and from University of Padova (Ricerca scientifica Ex-60%) to B.R. M.Z. was supported by the University of Padova (Assegno di Ricerca) and L.T. by Fondazione Veronesi through a Post-Doctoral Fellowship-2015.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

β-amy: β-amylase
ACS: ACC-synthase
ACO: ACC oxidase
ADH: alcohol dehydrogenase
AlaAT: alanine aminotransferase
CA: controlled atmosphere
CHO: carbohydrate
DCA: dynamic CA
DEGs: differentially expressed genes
DIA: days in atmospheres
ERFs: ethylene responsive factors
GABA: γ-aminobutirate
GO: gene ontology
LDH: lactate dehydrogenase
NERP: N-end rule pathway
Nox: normoxic conditions
PDC: pyruvate decarboxylase
PFK: phosphofructokinase
SuSy: sucrose synthase
TFs: transcription factors.

# Supplementary material for: Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit
**Source:** Front Plant Sci. 2016 Feb 16;7:146. doi: 10.3389/fpls.2016.00146
**Supplement:** Supplementary file 1

**Cukrov et al., supplementary material. Table S1** Primer sequences for RT-qPCR.

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| *PYRUVATE DECARBOXYLASE*  *MDP0000800945* | CAAGGCAGTAAAGCCGGTTA | AAATCGGTCCAGCAAACAAG |
| *SUCROSE SYNTHASE*  *MDP0000250070* | TCCGTGTTCACTGCTACGAG | GCCTCAAGAAGGTCCAACAG |
|  |  |  |
| *PHOSPHOFRUCTOKINASE*  *MDP0000131308* | AGTCGTGGAGTGGTGGAATC | TAGAGGGTGAGGGCTTCAGA |
|  |  |  |
| *ACC SYNTHASE*  *MDP0000413933*   \|  \|  \| \| --- \| --- \| | AAGTGGCGAACTGGAGTCGA | GGTTTGATGGGTTCGTGACC |
| *ACC OXIDASE*  *MDP0000195885* | CAGTCGGATGGGACCAGAA | GCTTGGAATTTCAGGCCAGA |
| *ALCOHOL DEHYDROGENASE MDP0000594290*  *ERF* | GGAAGCACTGAAGCCATGAT | CTCCACGACAGAGGGAATGT |
| *MDP0000848905* | CGGTGGTGCTATAATCTCCG | GGAATTGAGTCGGTGTGAGTAGTT |
| *MDP0000288465* | CTCCCTTCGCCAAGTTCG | TTGAGTCGGTGCGATTAACC |
| *MDP0000413387* | CCAGAAGCCCAAACCATCAG | TTCCTCGGCGGTGTTGTA |
| *MDP0000128979* | GGTGGGGAAATGTATGCTAAGA | GTCATCCAGCATCCACAGG |
| *MDP0000308922* | CTTCTGCAAAGCGTTCTGTG | GGCAGGATCGGATGGAG |
| *MDP0000403580* | TTCTGCAAAGCGTTCCATC | TTCATTGGCAGGGAAGGTG |
|  |  |  |
| *ALANINE*  *AMINOTRANSFEREASE*  *MDP0000319263* | TGCTGTCCGAGGTGAAATCGTC | AGCCCGGATTCGCCTTTAACTC |
| *BETA-AMYLASE 6*  *MDP0000764433*  *MDP0000142134* | CTATGTGCCGATCTTCGTGA | ACTGCTTGAAACACGCTCCT |
| *LACTATE DEHYDROGENASE*  *MDP0000568449*  *MDP0000143956* | CATAAAACTCCTTCAGGCTCCA | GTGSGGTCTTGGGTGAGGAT |
| *HOUSEKEEPING GENE*  *MDP0000375455* | CTCGTCGTCTTGTTGTTCCCTGA | GCCTAAGGACAGGTGGTCTATG |
|  |  |  |

# Supplementary material for: Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit
**Source:** Front Plant Sci. 2016 Feb 16;7:146. doi: 10.3389/fpls.2016.00146
**Supplement:** Supplementary file 2

**Cukrov et al. supplementary material. Table S2** Correspondence between MDP, GeneBank Accession and gi NCBI numbers.

# Supplementary material for: Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit
**Source:** Front Plant Sci. 2016 Feb 16;7:146. doi: 10.3389/fpls.2016.00146
**Supplement:** Supplementary file 3

**Cukrov et al. supplementary material**

**Table S3** cDNA libraries of Granny Smith cortex tissue.

| Library | Reads used by Top_hat | Mapped | Unmapped | % of mapped reads |
| --- | --- | --- | --- | --- |
| 0.4ox_replicate 1 | 10327606 | 9125948 | 1201658 | 88.36 |
| 0.4ox_replicate 2 | 6926279 | 6123146 | 803133 | 88.40 |
| 0.4ox_replicate 3 | 10925992 | 9684217 | 1241775 | 88.63 |
| 0.8ox_replicate 1 | 16482537 | 14592530 | 1890007 | 88.53 |
| 0.8ox_replicate 2 | 7036035 | 6229908 | 806127 | 88.54 |
| 0.8ox_replicate 3 | 11364947 | 10010728 | 1354219 | 88.08 |
| T0_replicate 1 | 43747406 | 38925955 | 4821451 | 88.98 |
| T0_replicate 2 | 10465461 | 9302533 | 1162928 | 88.89 |
| T0_replicate 3 | 9170374 | 8144746 | 1025628 | 88.82 |

# Supplementary material for: Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit
**Source:** Front Plant Sci. 2016 Feb 16;7:146. doi: 10.3389/fpls.2016.00146
**Supplement:** Supplementary file 5

**Cukrov et al., supplementary material. Table S5.** Genes up-regulated in both hypoxic samples compared to T0: GO over-represented terms.

| GOcat | Ontology | Description | Size | p-value | DEG # |
| --- | --- | --- | --- | --- | --- |
| GO:0009607 | BP | response to biotic stimulus | 66 | 5.41E-12 | 16 |
| GO:0055114 | BP | oxidation-reduction process | 1811 | 9.11E-12 | 95 |
| GO:0042398 | BP | cellular modified amino acid biosynthetic process | 26 | 1.22E-11 | 11 |
| GO:0006952 | BP | defense response | 79 | 1.01E-10 | 16 |
| GO:0006096 | BP | glycolytic process | 115 | 5.99E-10 | 18 |
| GO:0005985 | BP | sucrose metabolic process | 16 | 5.58E-08 | 7 |
| GO:0006468 | BP | protein phosphorylation | 1492 | 1.68E-06 | 68 |
| GO:0006144 | BP | purine nucleobase metabolic process | 5 | 1.90E-06 | 4 |
| GO:0006355 | BP | regulation of transcription, DNA-templated | 1101 | 1.09E-05 | 52 |
| GO:0038032 | BP | termination of G-protein coupled receptor signaling pathway | 3 | 1.55E-05 | 3 |
| GO:0006094 | BP | gluconeogenesis | 24 | 0.000275632 | 5 |
| GO:0006222 | BP | UMP biosynthetic process | 6 | 0.00029379 | 3 |
| GO:0006950 | BP | response to stress | 98 | 0.000790032 | 9 |
| GO:0000160 | BP | phosphorelay signal transduction system | 63 | 0.000974022 | 7 |
| GO:0016872 | MF | intramolecular lyase activity | 26 | 1.22E-11 | 11 |
| GO:0047800 | MF | cysteamine dioxygenase activity | 13 | 3.53E-07 | 6 |
| GO:0016706 | MF | oxidoreductase activity | 137 | 3.59E-07 | 16 |
| GO:0005506 | MF | iron ion binding | 266 | 1.14E-06 | 22 |
| GO:0004672 | MF | protein kinase activity | 1486 | 1.47E-06 | 68 |
| GO:0004347 | MF | glucose-6-phosphate isomerase activity | 10 | 2.19E-06 | 5 |
| GO:0016491 | MF | oxidoreductase activity | 1101 | 2.51E-06 | 54 |
| GO:0000287 | MF | magnesium ion binding | 128 | 4.18E-06 | 14 |
| GO:0030976 | MF | thiamine pyrophosphate binding | 36 | 2.63E-05 | 7 |
| GO:0004743 | MF | pyruvate kinase activity | 32 | 0.000124376 | 6 |
| GO:0030955 | MF | potassium ion binding | 32 | 0.000124376 | 6 |
| GO:0016705 | MF | oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen | 207 | 0.000242892 | 15 |
| GO:0020037 | MF | heme binding | 303 | 0.000255163 | 19 |
| GO:0004152 | MF | dihydroorotate dehydrogenase activity | 6 | 0.00029379 | 3 |
| GO:0000155 | MF | phosphorelay sensor kinase activity | 26 | 0.000409291 | 5 |
| GO:0004332 | MF | fructose-bisphosphate aldolase activity | 15 | 0.000423956 | 4 |
| GO:0000156 | MF | phosphorelay response regulator activity | 56 | 0.000474657 | 7 |
| GO:0009055 | MF | electron carrier activity | 484 | 0.000584247 | 25 |
| GO:0005524 | MF | ATP binding | 3104 | 0.0009504 | 105 |

# Supplementary material for: Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit
**Source:** Front Plant Sci. 2016 Feb 16;7:146. doi: 10.3389/fpls.2016.00146
**Supplement:** Supplementary file 6

**Cukrov et al., supplementary material. Table S6.** Genes down-regulated in both hypoxic samples compared to T0: GO over-represented terms.

# Supplementary material for: Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit
**Source:** Front Plant Sci. 2016 Feb 16;7:146. doi: 10.3389/fpls.2016.00146
**Supplement:** Supplementary file 7

**Cukrov et al., supplementary material. Table S7.** Transcription factors differentially expressed after 24 DIA in C (0.8 kPa ox) vs B (0.4 kPa ox) samples

# Supplementary material for: Extreme Hypoxic Conditions Induce Selective Molecular Responses and Metabolic Reset in Detached Apple Fruit
**Source:** Front Plant Sci. 2016 Feb 16;7:146. doi: 10.3389/fpls.2016.00146
**Supplement:** Supplementary file 8

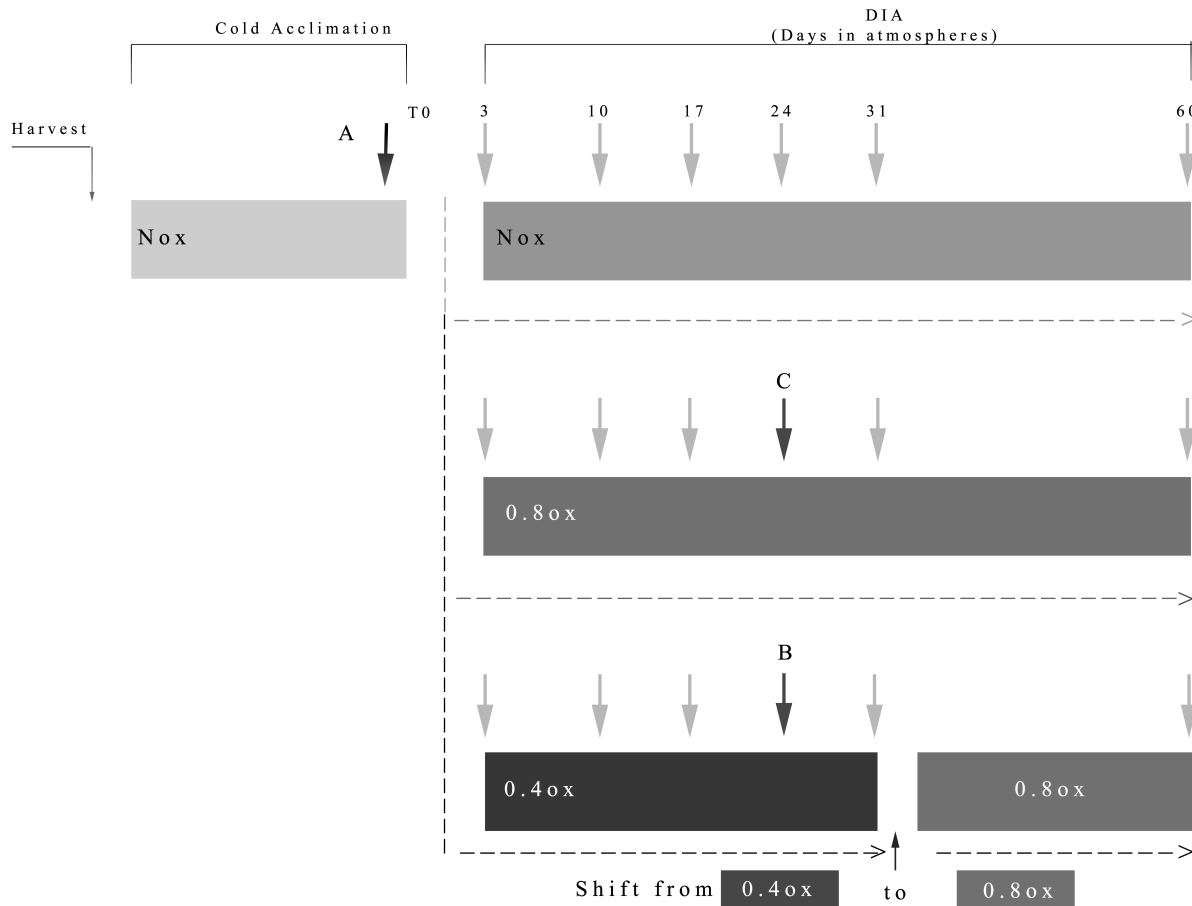

### Cukrov et al. supplementary material.

**Figure S1** Sample collection of apples subjected to different oxygen regimes. Numbering on the top show the days after the application of the different oxygen regimes (DIA, days in atmospheres) indicated by dotted arrows. T0 represents the start of the experiment with the application of low oxygen levels (0.8 and 0.4 kPa for 0.8ox and 0.4ox samples, respectively) after three days of cold acclimation. The control is represented by apples maintained under normoxic conditions (Nox). Vertical arrows show sampling points for all experimental conditions: samples used for RNAseq analyses are indicated by bold capital letters on the top of black arrows. For the 0.4ox sample, the shift from 0.4 kPa to 0.8 kPa oxygen is indicated by a vertical arrow and was applied at 30 DIA, one day before sampling on day 31.

How the deposited data were processed for this re-analysis (not part of the article)

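RNA was measured in the cortex of Granny Smith apples by Illumina sequencing, in T0, in 0.4ox at 24 DIA and in 0.8ox at 24 DIA, with 3 libraries per condition according to the paper. A further sample, taken after the shift from 0.4 to 0.8 kPa oxygen, is compared with 0.8ox in a table of its own. The paper does not report on it, and the labels do not give its day. According to the authors, reads were cleaned with ERNE, aligned with TopHat2 and Bowtie2 to version 1.0 of the apple genome and counted with Cuffdiff.

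The deposited values are estimated counts per gene, with 1 value per condition and comparison, made by the authors' Cuffdiff run from the 3 libraries of a condition before deposit. Beside each estimated count the tables give the variance Cuffdiff modelled for it, in squared counts, and the part of it due to the spread between libraries. Each of the 4 tables holds 63514 genes, and the status of all of them is given as OK. The 3 tables of T0, 0.4ox and 0.8ox hold the same counts for a condition wherever it occurs. The methods state that reads with multiple mapping locations were removed by an option of TopHat2. Low counts in these 3 tables lie on steps of 1 read and on fractions of a read, while the table with the shifted sample holds steps of 1 read only. The 0.8ox count in that table, divided by the 0.8ox count in the others, was therefore used as a measure of the reads that belong to a gene alone, and genes under 10% are described as genes without reads of their own. No value per library was analysed here, so no test between replicates was run, no replicate was left out, and no other split of the samples was counted.

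The depth, as the total of the estimated counts, was 9553180 in T0, 5445598 in 0.4ox and 6471124 in 0.8ox. In the table with the shifted sample it was 5363827 in 0.8ox and 4865029 after the shift, with 19137 and 20092 genes at 10 or more counts. The median SE of a log2 ratio was 0.30 for 0.4ox/T0, 0.28 for 0.8ox/T0, 0.29 for 0.8ox/0.4ox and 0.30 after the shift. The smallest log2 ratio that passed the threshold was 0.72, 0.61, 0.80 and 0.98 in size.

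For each gene the log2 ratio of the estimated counts was computed, and its SE was the root of the summed ratios of variance to squared count, on the log2 scale. The variance was taken undivided, as in the statistic of Cuffdiff. It follows the count so closely that it is a value pooled over genes of similar count. The ratio over its SE was compared with the normal distribution, two-sided, and adjusted by the Benjamini-Hochberg method over the genes tested in the table. Genes had to reach 10 counts in either condition and more than 0 in both, and the threshold was an adjusted p of 0.001. A fold against a condition at 3 counts or fewer was computed against 3 counts and is given as a lower bound.

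The scaling planned before the data were examined was the one in the tables. The counts of T0, 0.4ox and 0.8ox turned out not to be scaled between conditions, so the scaling was recovered from the log2 fold changes of Table S4, of which the first 1998 of 37787 genes were used here. The log2 ratios were moved by 0.80 for 0.4ox/T0, 0.57 for 0.8ox/T0 and -0.23 for 0.8ox/0.4ox. Table S4 does not cover the table with the shifted sample, and its counts were used as they are. The counts without any scaling were kept as an alternative.

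Correlations across genes were computed over genes tested in all 3 comparisons and past the threshold in at least 1. Their simulations (100 for each case) redrew counts from the deposited variances, with 0.8ox given the storage response of 0.4ox, with neither oxygen level different from T0, or with the 0.8ox/0.4ox ratios at random sign. After the shift the simulations set the shifted sample equal to 0.8ox, to 0.4ox, or to mixtures of both. Medians of lists were compared with 10000 random lists of genes of similar count. Genes named in the text are those the paper names by identifier in its text, Fig. 6, Table S1 or Table S7, genes of families named in the paper's text that the part of Table S4 used here pairs with the family, and in each comparison the 2 genes with the largest rise and the 2 with the largest fall among those past the threshold with at least 100 counts in the higher condition. This rule was written before the data were examined.

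The alternatives were the variance divided by the 3 libraries, the part of the variance due to the spread between libraries alone, no minimum count, a minimum of 50 counts, a pseudocount of 1 with genes at 0 included, centring on the median log2 ratio, equal totals, an adjusted p under 0.05, all tested genes in the correlations, the difference of the ratios against T0 in place of the 0.8ox/0.4ox table, and the exact test of edgeR with the dispersion taken from the deposited variances. The unscaled counts, the counting of identical genes once, the removal of genes without reads of their own, the gene list of the legend of Fig. 5 and the restriction to genes with mostly their own reads were added after the data were examined.

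The test was tested on simulated data with 200 genes changed by known amounts. It found 67% of them in 0.4ox/T0, 72% in 0.8ox/T0, 58.5% in 0.8ox/0.4ox and 54% after the shift, with 0 false calls in each. The simulated counts were means of 3 libraries, so their spread was smaller than the undivided variance assumes. The 0 false calls were therefore nearly fixed in advance. The GO analysis, the NMR, the western blots and the RT-qPCR measurements were not repeated, and no enrichment was tested, since only part of Table S4 was used. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.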

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

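The tests against a mislabelled T0 sample, shared reads, scaling and a mixture, and all tests of the genes on opposite sides of T0, were chosen only after the results were seen. The simulations in which the shifted sample equals 0.8ox or 0.4ox were chosen before.

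A signal appears in a sample that the paper does not report on, taken after the shift from 0.4 to 0.8 kPa oxygen. Between this sample and 0.8ox at 24 DIA, 360 of 20669 tested genes passed the threshold, 237 of them higher and 123 lower after the shift. Simulations in which the shifted sample equals 0.8ox gave at most 6 such genes, which argues against noise of the counts. Of the 354 genes also tested between 0.8ox and 0.4ox, 212 passed in both comparisons, 210 of them on the same side of 0.8ox as 0.4ox and 2 on the other, and 142 passed only after the shift. Whether the change of the 142 as a set differs between the comparisons was not tested. Outside the interval between 0.8ox and 0.4ox lay 11 genes that did not pass between these levels, as described below.

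The genes that differed between 0.4ox and 0.8ox mostly lay on the 0.4ox side of 0.8ox after the shift. Over 887 such genes the slope of the log2 ratios after the shift/0.8ox on 0.4ox/0.8ox was 0.689, with a squared correlation of 0.710 across genes. The 514 genes higher in 0.4ox had a median log2 ratio of 0.83 after the shift, against 1.40 in 0.4ox/0.8ox, and 91.8% of them lay above 0.8ox. The 373 genes higher in 0.8ox had a median of -0.78, against -1.26, and 94.4% of them lay below. Among 10000 random lists of genes of similar count, the medians ranged from -0.09 to 0.04 and from -0.13 to 0.02. The middle gene kept 57.9% of its difference where 0.4ox was higher and 57.6% where 0.8ox was higher, and 68.3% in the first list with equal totals.

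Several technical explanations are excluded by these values as the whole cause. Both ratios share the 0.8ox condition, but a shifted sample equal to 0.8ox gave a slope of at most 0.0501. A 0.4ox sample under the wrong name would give a slope of at least 0.954. A T0 sample under the wrong name would give a slope near that of identity on the T0/0.8ox ratios, where the slope was 0.0247 over 3915 genes. Over the 702 genes whose reads were mostly their own the slope was 0.679, so shared reads do not make the pattern. Library size or scaling moves both medians the same way and leaves their difference, which was 1.61, against 0.0625 to 0.166 in the simulations with a shifted sample equal to 0.8ox.

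A mixture of 0.4ox and 0.8ox RNA of 24 DIA gives a pattern of this kind, but no simulated share gave the slope and both medians together. Simulated mixtures with 70% of 0.4ox gave slopes from 0.657 to 0.690 and medians from -0.83 to -0.75 for the genes higher in 0.8ox, which include the values found. Their medians for the genes higher in 0.4ox were larger, from 0.99 to 1.10. Mixtures with 50% gave medians from 0.77 to 0.86 for these genes but slopes from 0.497 to 0.531. With 60% the medians of these genes were 0.88 to 0.98 and the slopes 0.578 to 0.611. These values argue against a plain mixture at each of these shares, and other shares were not simulated. Outside the interval between 0.8ox and 0.4ox, where a mixture places no gene apart from noise, lay 11 genes past the threshold whose reads were mostly their own, 8 higher and 3 lower than 0.8ox, against at most 1 in 100 simulated mixtures at each of 50%, 60% and 70%. These 11 argue against a sample that is nothing but such a mixture, but 0 of them passed between 0.8ox and 0.4ox, so they say nothing on the genes of the pattern.

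A candidate explanation that the design gives is that expression had not returned to the 0.8ox level when the shifted fruit was sampled, which goes with the slope of 0.689 between the bounds of 0.0501 and 0.954. This is a hypothesis, found and tested on the same data. From the slope it and a mixture of both oxygen levels cannot be told apart, since either leaves genes between 0.8ox and 0.4ox. A change with time in storage stays open, since the day of the shifted sample is not given and fruit kept at 0.8 kPa on that day was not analysed here. A sequencing batch and GC or gene length bias also stay open, since neither was tested, and the table with the shifted sample comes from another counting run than the other 3.

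A difference between the oxygen levels appears in 16 genes that passed the threshold against T0 in opposite directions, 8 of them above T0 in 0.4ox and below it in 0.8ox, and 8 the other way round. All 16 also passed between 0.8ox and 0.4ox, with log2 ratios from -3.58 to -1.90 and from 1.66 to 2.42, which their selection makes nearly certain and which adds no evidence of its own. Noise of the counts gave 0 such genes in the simulations in which 0.8ox had the storage response of 0.4ox. With equal totals 16 of the genes stayed past the threshold on both sides of T0, 11 did so with centring on the median, 4 without scaling, and 1 with each of these, so passing on both sides depends on the scaling. All 16 kept opposite signs with each of these scalings, 11 of them by more than 2 SE on both sides, which argues against the scaling as the whole cause for these 11. For the other 5 a ratio to T0 lay within 2 SE of 0 without scaling, which leaves the difference in depth between conditions uncorrected. These 5 kept opposite signs with centring on the median and stayed past the threshold with equal totals. A scaling error as large as leaving the counts unscaled stays open for them. In 0.8ox, 11 of the genes had mostly their own reads, which argues against shared reads in that condition for these 11. For the other 5, with fewer reads of their own, a gene and its copies cannot be told apart. Reads of their own were not measured in T0 or 0.4ox, so shared reads there stay open for all 16. The oxygen level also stays open, and GC or gene length bias was not tested.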

How the results depend on the processing

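The alternatives were set before the data were examined, except the counts without scaling, the gene list of the legend of Fig. 5, the genes with mostly their own reads, the removal of genes without own reads and the counting of identical genes once, which were chosen after seeing the data. Leaving out each library in turn was not run, because the tables hold 1 estimate per condition. No paired analysis was possible because the tables give no value per library, and no other split of the samples was counted for the same reason.

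The log2 ratios of single genes, the medians of families, the correlations and the slopes that the text reports did not reverse under the alternatives run for them. Genes near 0 that the text does not report in a comparison did change sign there with other scalings or a pseudocount. The larger direction among the genes past the threshold also changed: with centring on the median 2665 were higher and 2412 lower in 0.4ox/T0, against 2247 and 2801, and in 0.8ox/0.4ox it changed without scaling. Of the values under alternatives that answer a comparison, 117 stayed within the spread or within 1.5 times the count, and 33 moved. Among the other values, for single genes, families and directions, 1145 kept their direction and their side of the threshold, 24 counts in one direction moved, 6 values no longer passed and 5 passed under the alternative only. MDP0000652760, MDP0000305929, MDP0000242413 and MDP0000242929 in 0.8ox/0.4ox, and MDP0000911918 in 0.8ox/T0, no longer passed without a minimum count, where more genes were tested, and MDP0000911918 also with centring on the median. The log2 ratios of MDP0000128979 and MDP0000413387 in 0.8ox/0.4ox passed with the variance divided by the 3 libraries, and MDP0000436890 passed after the shift with 3 alternatives.

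With the variance divided by the 3 libraries, which makes each SE smaller, the genes past the threshold rose to 12127 in 0.4ox/T0, 11751 in 0.8ox/T0, 4349 in 0.8ox/0.4ox and 2176 after the shift, and to 1796 with over 2-fold in 0.8ox/0.4ox. The lists then hold smaller changes: the squared correlation across genes was 0.7501 for 0.8ox/T0 on 0.4ox/T0 and 0.238 for 0.8ox/0.4ox on 0.4ox/T0, and the medians after the shift were 0.49 for genes higher in 0.4ox and -0.44 for genes higher in 0.8ox. Of the RT-qPCR genes 6 passed in 0.8ox/0.4ox and 4 after the shift. At an adjusted p under 0.05 the counts were 10119, 9753, 2507 and 1049, and 1408 with over 2-fold, as a looser threshold gives.

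Without scaling between conditions, which moves the log2 ratios of all genes by 0.80, 0.57 and -0.23, 11388 genes passed in 0.4ox/T0, 801 of them higher (7.03%, against 44.5%), and 8742 in 0.8ox/T0, 790 of them higher (9.04%, against 41.1%). In 0.8ox/0.4ox 1242 passed, with 844 higher and 398 lower in 0.8ox (68.0% higher, against 41.2%). Equal totals moved the log2 ratios after the shift by 0.14, and 319 of 405 genes were then higher (78.8%, against 65.8%). The medians after the shift became 0.97 and -0.65 with equal totals, and that of the genes higher in 0.8ox became -0.81 with centring on the median. The other scalings moved the share of higher genes by less than 10 percentage points.

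Over all tested genes the squared correlation and slope were 0.725 and 0.745 for 0.8ox/T0 on 0.4ox/T0, and 0.235 and -0.255 for 0.8ox/0.4ox on 0.4ox/T0. Over the genes of the legend of Fig. 5 the latter were 0.388 and -0.420. With a minimum of 50 counts the squared correlation of 0.8ox/0.4ox on 0.4ox/T0 was 0.242, and the medians after the shift were 0.74 and -0.75. Without a minimum count the slope after the shift was 0.663, and the median of the genes higher in 0.8ox was -0.81. Over genes with mostly their own reads the median of the genes higher in 0.4ox was 0.80. Apart from the changes whose construction is given, the cause was not tested.

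The smallest log2 ratio that passed was largest after the shift, 0.98 in size, and whether the depth sets this was not tested. The depth leaves the nitrate reductase genes untested at 10 counts. Reads shared between copies limit what can be said of single members of a family.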

Differences from the paper's values

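Values marked as read by eye come from the paper's figures. In the left panel of Fig. 5 the paper's slope of 0.8ox/T0 on 0.4ox/T0 is about 0.75, read by eye, and the slope computed here was 0.768. Among the alternatives set before the data were examined, the difference closed over all tested genes (0.745) and with the variance divided by the 3 libraries, and not with the others. In the right panel of Fig. 5 the paper's squared correlation of 0.8ox/0.4ox on 0.4ox/T0 is about 0.38 and its slope about -0.43, read by eye, against 0.254 and -0.232 here. None of the alternatives set before the data were examined closed these gaps. Over the genes past the threshold between 0.8ox and 0.4ox, to which the legend of Fig. 5 restricts the panel, the squared correlation was 0.388 and the slope -0.420, each within 1 SD over redrawn counts of the paper's value (SD 0.0385 and 0.0445 over this list), and this list was chosen after seeing the values.

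The paper's methods state that reads mapping to several locations were left out of the counts. In the tables of T0, 0.4ox and 0.8ox, 810, 945 and 922 genes lay at the value of 1 read divided between 2 genes, and 0 genes did so in the table with the shifted sample. The paper's text calls MDP0000131308 an alpha-amylase-like gene, while Fig. 6 gives it as a fructokinase and Table S1 as a phosphofructokinase. Its log2 ratio 0.8ox/0.4ox was -1.49, and that of MDP0000298815, the alpha-amylase-like gene of Fig. 6, was -1.29. The paper places all its tonoplast dicarboxylate transporters above the fold it names. On the log2 scale that held here for 6 of 7, with 1.64 for MDP0000255230, and as a plain fold all 7 were above 2. The paper counts fewer sulfate transporters than the 4 that had a log2 ratio above 2 here, a number that is the same as a plain fold. The paper gives nitrate reductase as more expressed in 0.8ox and names no identifier. In the part of Table S4 used here, the genes MDP0000148564 and MDP0000183286 stayed under the minimum count and did not pass without one (adjusted p 0.568 and 0.519). The gene the paper means may lie outside this part, so a difference from the paper is not shown.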

Other observations

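The test with the oxygen levels exchanged, the test of copies within families and the tests of families after the shift were chosen only after the results were seen. The simulations of the correlations were chosen before.

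The log2 ratios 0.8ox/0.4ox fell as the 0.4ox/T0 ratios rose, with a slope of -0.232 across genes. This slope follows from that of 0.768 for 0.8ox/T0 on 0.4ox/T0 and is not a separate result. Noise of the 0.4ox count, which enters both ratios, gave a slope no lower than -0.0224 when 0.8ox had the storage response of 0.4ox. Ratios 0.8ox/0.4ox at random sign gave slopes no lower than -0.0703 over the genes past the threshold between 0.8ox and 0.4ox, where -0.420 was observed. Random signs remove any relation with 0.4ox/T0 by construction, so they cannot test differences specific to 0.4ox, which enter both ratios with opposite sign. A spread common to both oxygen levels would give the same slope with the levels exchanged, which was -0.0553 over these genes. Noise of the 0.4ox count and a spread common to both oxygen levels are thus excluded as the whole cause. Differences specific to 0.4ox and unrelated to a response common to both levels stay open. A storage response smaller at 0.8 kPa by the same factor in all genes would give a clearly positive slope with the levels exchanged. That slope was -0.0553 over these genes and 0.0265 over the list that gave -0.232. Both values argue against such a response as the whole cause. A response that is smaller at 0.8 kPa in some genes is a hypothesis. GC or gene length bias and a sequencing batch were not tested and stay open.

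Genes of one family in Fig. 6 had nearly the same 0.8ox/0.4ox ratio. In the 13 families with at least 3 genes, the 28 genes without reads of their own lay at a median distance of 0.0456 from the median log2 ratio of their family, against 0.26 for the 19 genes with mostly their own reads. Reads shared between paralogs are consistent with this difference. The counts of genes in such families are therefore not counts of independent measurements. Whether the copies also share their regulation was not tested.

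After the shift the families of Fig. 6 that were higher in 0.4ox kept unequal shares of their difference from 0.8ox. The median share was 103% over 8 genes of the mevalonate pathway, 98.7% over 4 phenylalanine ammonia-lyase genes and 30.2% over 5 alcohol dehydrogenase genes. Against random lists of genes higher in 0.4ox of similar count these medians lay at percentiles 98.98, 93.59 and 8.79, none of them outside 95% of the lists after correction for 3 families. A difference between these families and other genes and the scatter of small lists cannot be told apart here, because few genes had enough counts, and 4, 2 and 1 of them had mostly their own reads. A faster return of alcohol dehydrogenase than of the other families may be tested with more depth, which remains a hypothesis. With equal totals the shares were 112%, 103% and 42.7%.

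Among the genes with at least 100 counts in the higher condition, the largest rises after the shift against 0.8ox were those of MDP0000760432, with a log2 ratio of 7.44 (SE 0.74), and MDP0000137468, with 5.53 (SE 0.48). The largest falls were those of the polygalacturonase MDP0000326734, with -5.54 (SE 0.40), and MDP0000237908, with -5.30 (SE 0.25). MDP0000436890 was at least 32.5-fold higher after the shift than in 0.8ox, at a count too low to pass the threshold. Of the RT-qPCR genes of Table S1, 0 passed after the shift, 2 when adjusted over the list alone. The log2 ratio 0.8ox/0.4ox of the other genes of group VII ethylene response factors in Table S1 was -0.70 (SE 0.20) for MDP0000413387, -0.48 (SE 0.24) for MDP0000403580, 0.08 (SE 0.20) for MDP0000308922 and 0.49 (SE 0.20) for MDP0000128979, and none of these 4 passed, while MDP0000413387 and MDP0000128979 passed with the variance divided by the 3 libraries.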
